# Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve

**DOI:** 10.1038/srep13383

**Published:** 2015-08-26

**Authors:** Hainan Lang, Yazhi Xing, LaShardai N. Brown, Devadoss J. Samuvel, Clarisse H. Panganiban, Luke T. Havens, Sundaravadivel Balasubramanian, Michael Wegner, Edward L. Krug, Jeremy L. Barth

## Abstract

The auditory nerve is the primary conveyor of hearing information from sensory hair cells to the brain. It has been believed that loss of the auditory nerve is irreversible in the adult mammalian ear, resulting in sensorineural hearing loss. We examined the regenerative potential of the auditory nerve in a mouse model of auditory neuropathy. Following neuronal degeneration, quiescent glial cells converted to an activated state showing a decrease in nuclear chromatin condensation, altered histone deacetylase expression and up-regulation of numerous genes associated with neurogenesis or development. Neurosphere formation assays showed that adult auditory nerves contain neural stem/progenitor cells (NSPs) that were within a Sox2-positive glial population. Production of neurospheres from auditory nerve cells was stimulated by acute neuronal injury and hypoxic conditioning. These results demonstrate that a subset of glial cells in the adult auditory nerve exhibit several characteristics of NSPs and are therefore potential targets for promoting auditory nerve regeneration.

Degeneration of spiral ganglion neurons (SGNs) and their processes commonly occurs with aging, genetic mutations, and cochlear injuries caused by noise or ototoxic drug exposure. Studies of human temporal bones have shown that one of the most common pathological changes observed in age-related hearing loss is the degeneration of SGNs^1^,^2^. Damage to the auditory nerve and SGNs may occur not only secondarily to sensory hair cell loss, but also primarily in response to acoustic overexposure^3^. It has been believed that loss of spiral ganglion neurons and auditory nerve fibers are irreversible in the adult ear without external intervention, resulting in permanent sensorineural hearing loss (SNHL). The transplantation of neural stem/progenitor cells (NSPs) to facilitate the regeneration of neural tissues offers a promising therapeutic strategy for treating a variety of neurodegenerative disorders, including SNHL^4^,^5^,^6^,^7^. However, evidence from studies of various animal models of neurodegenerative disease indicates that the temporal window for the successful transplantation of NSPs after nerve injury is very short and that long-term survival and integration of NSPs in the chronically injured host environment is limited^8^,^9^,^10^. Previous studies showed that proliferative NSPs can be isolated from the auditory nerve of the perinatal cochlea^11^,^12^. It is essential to determine whether the self-renewing capability is still conserved in the endogenous cells of the adult auditory nerve.

NSPs have been characterized in several locations in the adult nervous system, including the subgranular zone (SGZ) of the dentate gyrus, the subventricular zone (SVZ) of the lateral ventricle, and the spinal cord after injury^13^,^14^. Brain injury and certain neurodegenerative disorders stimulate the proliferation of NSPs located in the SGZ and SVZ of the adult brain, and the resulting proliferative neural cells migrate into damaged brain regions. Interestingly, recent studies have demonstrated that the majority of these NSPs have characteristics typical of glial cells^15^. For example, NSPs in the SVZ and SGZ express several molecular markers associated with prototypic astrocytes, including Nestin, Gfap, S100β, the aldehyde dehydrogenase family, glulatamate transporters, and excitatory amino acid transporter 1 and 2^16^,^17^,^18^. Various phenotypical states of the astrocyte were identified during postnatal myelination and demyelination following homeostatic disturbance and injury in adult brain^19^,^20^. During these events, reactive astrocytes play an important role in promoting and modulating proper myelination or remyelination. Although it has been believed that severe adult astrocyte reactivity (or anisomorphic astrogliosis) has a significant negative impact on axonal regeneration, recent evidence suggests that astrocytes can act as stem/progenitor cells to promote adult nerve regeneration^18^,^21^. In our previous study, increases in Sox2^+^ cell number and glial proliferation were observed in the auditory nerve of the adult mouse cochlea shortly after ouabain exposure^22^. In the present study, we report characterization of the cellular and molecular alterations occurring in ouabain-treated ears and examined the regenerative capability of adult auditory nerves in response to SGN death with a focus on glial cells.

## Results

### Changes in cellular differentiation state of mature glial cells in the auditory nerve following ouabain injury

Ouabain treatment of adult rodent cochleas is a well-established model of selective type I SGN degeneration^22^,^23^. It has been shown that the Sox10 transcription factor is highly expressed in both mature and undifferentiated glial cells^24^,^25^. Here, we examined the consequences on Sox10^+^ glial cells in auditory nerves of ouabain-treated mouse cochleas. In adult control mice, the nuclei of Sox10^+^ glial cells appeared spindle-shaped and small compared to the rounded nuclei of SGNs (Fig. 1a,c,e). However, in ouabain-treated cochleas, nuclei of Sox10^+^ glia were significantly altered, appearing enlarged and having a rounded shape resembling nuclei of SGNs, which were labeled with neuronal marker, TuJ1 (Fig. 1b,d,e). These changes were seen in a large fraction of Sox10^+^ glial cells in both Rosenthal’s canal and the osseous spiral lamina portions of the auditory nerves at 3 and 7 days after ouabain exposure (Fig. 1e). Cell counts indicated that the density of Sox10^+^ glial cells increased significantly in ouabain-treated auditory nerves at 3 and 7 days after ouabain exposure (ANOVA, *p* < 0.05; Fig. 1f), increasing from approximately 40% in adult controls to 70% in injured samples (Fig. 1g).

Numerous Sox10^+^/BrdU^+^ cells were seen in ouabain-treated auditory nerves, whereas only few Sox10^+^/BrdU^+^ cells were found in controls (Fig. 2), suggesting that the increase in Sox10^+^ glia resulted from cell proliferation. In addition, most of the proliferative Sox10^+^ glial cells in treated nerves also expressed Sox2 (Fig. 2c). These data are supported by our previous observations that ouabain exposure causes a significant increase in BrdU^+^ cells in the injured auditory nerve and that a majority (around 80%) of BrdU^+^ cells are Sox2^+^ glial cells at 7 days after ouabain exposure^22^.

The observation of glial nuclear changes by light microscopy led us to perform further ultra-structural characterization. In adult control auditory nerves, the nuclei of glial cells contained dense patches of heterochromatin but revealed little euchromatin (Fig. 3a). In contrast, in ouabain-injured ears the glial cell nuclei showed less heterochromatin, but abundant euchromatin, suggesting increased gene transcription. Quantitative analysis of the amount of heterochromatin (percentage of total nuclear area) revealed a significant reduction of heterochromatin in glial cell nuclei at 1 and 3 days after ouabain treatment (Fig. 3c), indicating that glial cells in the adult auditory nerve change from an inactive to an activated state shortly after ouabain injury.

Reduction in histone deacetylase (HDAC) activity can limit histone hypoacetylation, leading to transcriptional activation^26^. We therefore examined the production of HDACs in the auditory nerve as a consequence of injury. In control mice, the majority of spindle-shaped glial nuclei stained positively with both HDAC1 and HDAC2 antibodies (Fig. 3d). However, 3 days after ouabain treatment, there was a significant reduction in HDAC1 and HDAC2 immunoreactivity in glial cells (Fig. 3e). Interestingly, nerve injury caused approximately a two thirds reduction in HDAC1^+^ cells but only a one third reduction in HDAC2^+^ cells (Fig. 3e), suggesting distinct roles of these two HDACs in regulating chromatin remodeling and glial phenotypical alteration in the injured adult auditory nerve.

### Recapitulation of neurogenic gene expression patterns in adult auditory nerve following ouabain injury

Based on the changes observed in response to ouabain injury, we hypothesized that the injury response included a regenerative component that involved glial cells. 

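Auditory nerve tissue from the right ears of adult CBA/CaJ mice, which had received ouabain, was compared with tissue from the untreated left ears. Ouabain, a blocker of the sodium potassium pump, was applied to the round window niche at 3 mM for about 60 min. The series holds 12 Affymetrix mouse arrays in 4 groups of 3, namely control and ouabain-treated ears at 3 days and at 7 days. The tissue was the modiolus, the core of the cochlea that holds the spiral ganglion and the auditory nerve with its glial cells. Each array carried RNA pooled from 2 such preparations, and nothing states which animals entered which pool, so the p-values measure the spread between these pooled samples. The RNA input is 50 ng in the paper and 100 ng in the sample labels. The authors normalized the arrays together by RMA, and the deposited values are log2 expression values per probe set, used here as they stand. After 64 control probe sets were left out, 45037 probe sets were tested, and 34945 of them carry exactly 1 gene symbol and stand for 18193 genes. A gene is represented by its brightest probe set, and a log2 fold change is the ouabain mean minus the control mean. The median of an array lay between 6.01 and 6.09, and the number of arrays limits the precision. Each probe set was tested with limma in 1 model of the 4 groups and was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the fold threshold of the paper's methods. A total of 28 gene lists, the rule for the genes named and all but 2 of the alternative settings were fixed before the data were examined, but with Supplementary Tables 1 and 3, which hold values of these arrays, in view. The ranges over alternatives cover the settings fixed then. The methods' test of the paper takes p under 0.05 without a Benjamini-Hochberg adjustment, so its forms at adjusted p are settings of the re-analysis. Each list was compared with all other genes by limma's camera test with a preset inter-gene correlation of 0.01, and the counts adjusted over the list alone take only its members as the family of tests. The range for a list covers the settings of that test, and the fry test of limma, which compares a list with no change and not with other genes, is kept apart.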

To explore molecular aspects of regenerative potential following injury, microarray transcriptional profiling was performed on auditory nerve preparations from ouabain-treated animals either 3 days or 7 days after treatment. As a reference for these studies, profiling was also performed on auditory-nerve-enriched samples from mice at postnatal days (P) 0, 3, 7, 10, 14, and 21, reasoning that regeneration may resemble aspects of normal auditory nerve development. Analysis of the injury data revealed that 6915 genes were differentially expressed at either 3 days or 7 days following injury (Fig. 4a; Supplementary Table 1). 

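Genes of spiral ganglion neurons were lower in the ouabain-treated nerves at both days. Of 29 measured neuronal genes, 22 were lower, 2 were higher and 5 did not pass the test at 3 days, with a median log2 fold change of −2.10. At 7 days 23 were lower, 2 were higher and 4 did not pass, with a median of −2.95. These counts were the same when adjusted over the list alone. Syt2, a calcium sensor of transmitter release, had log2 fold changes of −3.44 at 3 days and −4.43 at 7 days (standard error 0.43 for each, n = 3 arrays per group). Thy1, a surface protein of neurons, had a log2 fold change of −3.12 (standard error 0.52) at 3 days, and Rbfox3, the nuclear protein known as NeuN, had −4.13 (standard error 0.57) at 7 days. The higher members, chosen after their values were seen, were Prph, an intermediate filament of peripheral neurons, with log2 fold changes of 1.72 and 1.05, and Ntrk2, a neurotrophin receptor, with 0.68 and 1.12. Of the 4 probe sets of Prph, 1 was higher, and of the 8 probe sets of Ntrk2, 2 were higher and 3 were lower at 3 days, with a mean of −0.53. In ouabain-treated replicate 1 at 3 days the median of the neuronal genes stood at −1.16 relative to the controls of that day, against −2.67 and −2.50 in the other replicates, and replicate 1 at 7 days stood at −1.97, against −3.24 and −3.58. The neuronal list passed limma's camera test at 3 days (adjusted p = 2.41e-08) and at 7 days (adjusted p = 4.8e-10). It did not pass with adjusted p = 0.231 and adjusted p = 0.141 with an estimated correlation, while the other alternatives gave at most 9.5e-06 and 1.39e-06. Of 15 measured genes of myelin and mature Schwann cells, 4 were lower, 1 was higher and 10 did not pass at 3 days, and 10 were lower and 5 did not pass at 7 days, with the same counts adjusted over the list alone. Their median log2 fold change was −0.52 at 3 days and −1.24 at 7 days. Egr2, the transcription factor that drives myelination, had log2 fold changes of −0.78 and −1.74 (standard error 0.21 for each), and Ncmap, a protein of noncompact myelin, had −1.47 and −2.48 (standard error 0.14 for each). The higher gene at 3 days was Gjc3, a gap junction protein chosen after its values were seen, with a log2 fold change of 0.72 (standard error 0.14), and it was among the lower genes at 7 days with −1.25, in 1 of its 2 probe sets. The myelin list passed the camera test of limma at 3 days (adjusted p = 0.00378) and at 7 days (adjusted p = 1.35e-09), with adjusted p = 0.276 and adjusted p = 0.0865 with an estimated correlation and at most 0.0191 and 2.74e-07 over the other alternatives. Of 23 measured genes of immature and repair Schwann cells, 14 were higher, 2 were lower and 7 did not pass at 3 days, and 15 were higher, 2 were lower and 6 did not pass at 7 days, again with the same counts adjusted over the list alone. Their median log2 fold change was 1.24 at 3 days and 1.21 at 7 days. Gap43, a protein of growing axons and of denervated Schwann cells, had log2 fold changes of 3.53 and 3.74 (standard error 0.37 for each). Btc, a ligand of the epidermal growth factor receptor family, had 4.41 and 5.15 (standard error 0.16 for each). The 3-day control mean of Btc, 4.67, is not far above the lower quartile of all values on an array. The size of its change is therefore uncertain. The lower members were Shh and, named after its values were seen, Cdh2, an adhesion protein, with −0.94 and −0.86 (standard error 0.15 for each). The list shares 7 genes with those the study tested by qRT-PCR, and of its other 16 members 8 were higher and 1 was lower at 3 days, and 9 were higher and 1 was lower at 7 days. Genes whose qRT-PCR reagents the paper lists without a result, such as Gap43, were not set aside. Over all 23 members, the shared ones included, the list passed at 3 days (adjusted p = 5.89e-07) and 7 days (adjusted p = 3.96e-07) by limma's camera, with adjusted p = 0.133 and adjusted p = 0.0865 with an estimated correlation and at most 3.92e-05 and 5.83e-05 over the other alternatives. Egr2 at 3 days did not pass without control replicate 2 of that day (adjusted p = 0.0735) or without ouabain-treated replicate 1 of that day (adjusted p = 0.0682), where its alternatives ranged from 0.00448 to 0.165. Under the unequal-variance form of the methods' test with adjusted p, Syt2, Thy1, Rbfox3, Egr2 and Gap43 did not pass at the days given, nor did Ncmap at 3 days.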

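Cell cycle genes rose at 3 days in the ouabain-treated nerves. Of 29 measured members 28 were higher and 1 did not pass, also when adjusted over the list alone, with a median log2 fold change of 1.83. Mki67, a nuclear protein of dividing cells, had a log2 fold change of 3.02 (standard error 0.70, n = 3 arrays per group), and Birc5, a protein of the mitotic spindle, had 2.97 (standard error 0.53). Top2a, a topoisomerase of dividing cells, had a log2 fold change of 3.00 (standard error 0.53), with 1 of its 3 probe sets called. The list passed limma's camera test at 3 days (adjusted p = 3.69e-12), with adjusted p = 0.276 with an estimated correlation and at most 3.54e-09 over the other alternatives. At 7 days 1 cell cycle gene was lower, Ccne2, a cyclin of the S phase entry, with a log2 fold change of −1.09 (standard error 0.16), and the other 28 did not pass. The median of the list was then −0.01 (adjusted p = 0.936 by limma's camera). In control replicate 1 at 7 days the median of the cell cycle genes stood at 0.75 relative to the controls of that day, against −0.35 and −0.45 in the other replicates. Without that array the median at 7 days was 0.44 and the list passed as higher (adjusted p = 0.00443), where its alternatives ranged from 0.00443 to 0.992. Markers of macrophages and microglia were higher at both days. All 18 measured members were higher at 3 days, and 17 were higher at 7 days, or 18 when adjusted over the list alone. The median log2 fold change was 1.70 at 3 days and 1.71 at 7 days. Cd68, a lysosomal protein of macrophages, had log2 fold changes of 3.09 and 2.33 (standard error 0.20 for each), Lgals3, a galactose-binding lectin, had 3.86 and 2.64 (standard error 0.16 for each), and C1qb, a chain of complement C1q, had 2.07 and 2.31 (standard error 0.24 for each). The macrophage list passed limma's camera test at 3 days (adjusted p = 1.45e-13) and at 7 days (adjusted p = 5e-12), with adjusted p = 0.133 and adjusted p = 0.0865 with an estimated correlation and at most 2.97e-10 and 2.81e-08 over the other alternatives. Under the unequal-variance form of the methods' test with adjusted p, Mki67, Birc5, Top2a, Ccne2 and, at 3 days, C1qb did not pass. Over all genes, 1367 were higher and 1467 were lower at 3 days, and 1378 were higher and 1492 were lower at 7 days. Counted as probe sets, which the paper counts as genes, 5533 passed at 3 days (2570 higher and 2963 lower) and 5699 at 7 days (2767 higher and 2932 lower). Together 7574 probe sets passed at either day, of which 1361 were higher and 2286 lower at both days and 11 changed in opposite directions. Over all 45037 probe sets the ouabain-treated and control arrays did not overlap in 16654 at 3 days and in 17262 at 7 days, where chance gives 10%. The counts ranged with the test and the fold threshold from 562 to 10569 at 3 days and from 1851 to 11451 at 7 days, the lowest with the unequal-variance form of the methods' test at adjusted p and the highest with no fold threshold.

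**Figure D1:**
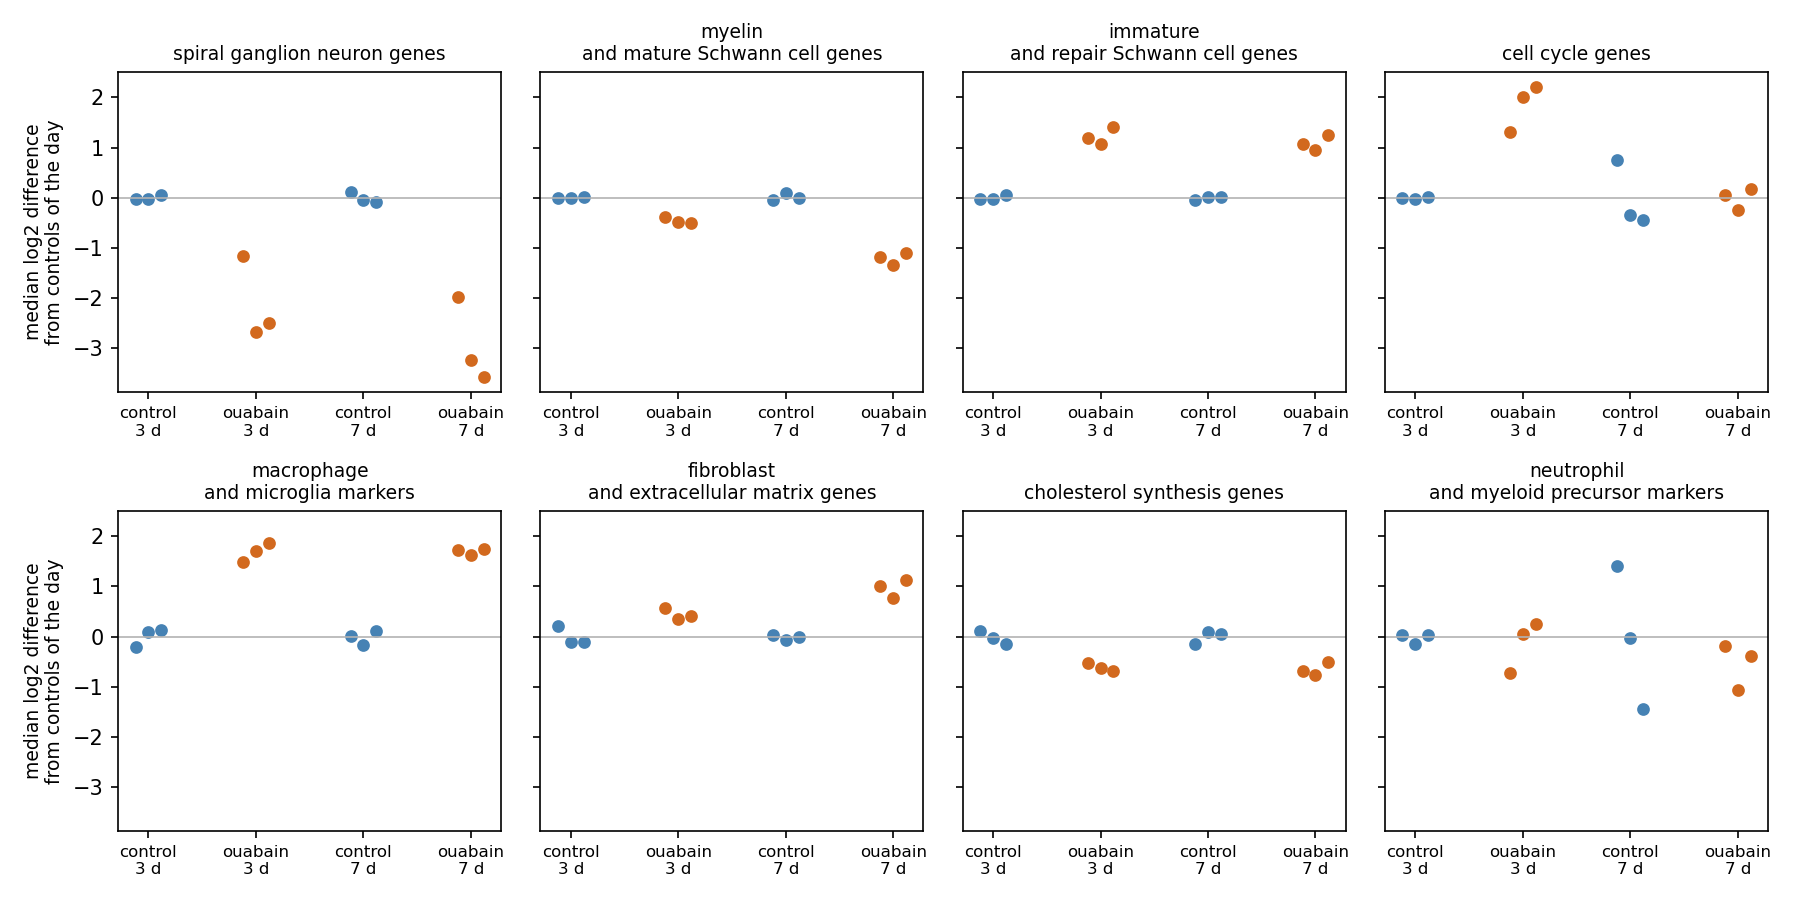
Median log2 difference from the controls of the same day over the members of each gene list, with 1 point per array, for control and ouabain-treated nerves at 3 and 7 days (n = 3 arrays per group).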

Analysis of the postnatal development data identified 6023 genes that were differentially expressed at P3, P7, or P10 compared to P0 (Fig. 4a; Supplementary Table 2).

Evaluation of both the injury and the developmental data sets together revealed that 2061 genes were altered in both models (Fig. 4b). We predicted that a subset of the genes activated by injury would be genes that are normally highly active during early postnatal development. Thus, the activation of these genes by injury would represent a neurogenic response that resembled the early stages of postnatal auditory nerve development. Analysis of the microarray data detected 636 genes that matched the predicted profile of up-regulation following ouabain injury and developmental expression that was highest at the earliest postnatal stage, P0 (Fig. 4c). 

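Probe sets of Supplementary Table 3, the study's list of genes higher after ouabain and highest at P0, were examined on the ouabain arrays. Hmga2, a chromatin protein of embryonic cells with 4 probe sets in the list, had in 1 of them a log2 fold change of 5.88 (standard error 0.34, adjusted p = 2.74e-06 by limma, n = 3 ouabain-treated and 2 control arrays) at 3 days and 0.20 (standard error 0.30) at 7 days. The 3-day control mean of this probe set over all 3 control arrays, 3.68, is near the floor of the arrays, so the size of the change is uncertain. Pbk, a mitotic kinase, had log2 fold changes of 4.14 (standard error 0.36) at 3 days and 0.70 (standard error 0.32) at 7 days. Postn, a matrix protein of developing and healing tissue, had log2 fold changes of 2.13 (standard error 0.26) and 1.92 (standard error 0.23). Of the 636 probe sets, 443 were higher at 3 days and 362 at 7 days (453 and 366 adjusted over the list alone), and the others did not pass. The median log2 fold change was 0.82 at 3 days and 0.64 at 7 days, and 604 probe sets were higher at either day. These values come from a fit without control replicate 3 at 3 days, which the 3-day control means printed in Supplementary Table 3 leave out. The 3-day control mean of Supplementary Table 3 equals the mean of replicates 1 and 2 for all 636 probe sets within 0.011, and the mean of all 3 replicates for 70, and the paper's text gives no reason. The median level of the list was 7.37 in that array, against 7.47 and 7.56 in the other control arrays at 3 days. With all 12 arrays 466 probe sets were higher at 3 days, 362 at 7 days and 629 at either day. The study chose the list on these arrays, so neither these counts nor those adjusted over the list alone are independent evidence of its direction. With the unequal-variance form of the methods' test at adjusted p, 62 were higher at 3 days and 91 at 7 days over all 12 arrays. The paper predicted that part of the genes activated by injury would be those highly active in early postnatal development, and reasons that their activation would represent a neurogenic response like the early stages of postnatal nerve development.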

Analysis of gene ontology terms associated with the 636 genes showed that approximately half were linked to cellular responses including cell division/proliferation, development/morphogenesis, neurogenesis/neuron function, and stem cell/plasticity (Fig. 4d; Supplementary Table 3). 

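In the category of cell division and proliferation, which holds 143 of the 636 probe sets, 128 were higher at 3 days and 23 at 7 days. The median log2 fold change in this category was 1.28 at 3 days and 0.12 at 7 days, in the fit without control replicate 3 at 3 days. Bub1, a kinase of the spindle checkpoint, had log2 fold changes of 3.04 (standard error 0.54, n = 3 ouabain-treated and 2 control arrays) at 3 days and 0.02 (standard error 0.48, n = 3 arrays per group) at 7 days, and 1 of its 2 probe sets was called at 3 days. The 3-day mean of Bub1 over all 3 control arrays, 4.33, is near the lower quartile of all values on an array. The size of its change is therefore uncertain. In the category of neurogenesis and neuron function, 46 of 67 probe sets were higher at 3 days and 57 at 7 days, with medians of 0.78 and 0.83. Gap43 in this category had log2 fold changes of 3.37 (standard error 0.43) and 3.74 (standard error 0.38) in that fit. The category also holds Birc5, the protein of the mitotic spindle, with 3.06 (standard error 0.62) and −0.235 (standard error 0.56). Its counts are therefore not separate from those of genes of dividing cells. In the category of development and morphogenesis, 34 of 68 were higher at 3 days and 51 at 7 days, with medians of 0.65 and 0.72. Gfra2, a receptor of neurturin chosen here after its values were seen, had log2 fold changes of 2.09 (standard error 0.35) and 2.94 (standard error 0.32), in 1 of the 2 probe sets called among its 5. In the category of stem cells and plasticity, 23 of 29 were higher at 3 days and 13 at 7 days, with medians of 0.84 and 0.55. Cenpf, a kinetochore protein, is among its members. The remaining probe sets are 230 listed as other and 99 left uncategorized, so the 4 named categories hold 307 probe sets or 48.3% of the list. With all 12 arrays 135 probe sets of cell division and proliferation were higher at 3 days and 23 at 7 days. The categories belong to a list the study chose on these arrays and are not independent evidence of direction. Without control replicate 1 at 7 days, in which cell cycle genes stood above the other controls, 35 of the 143 were higher at 7 days and the category had a median of 0.44 then.

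**Figure D2:**
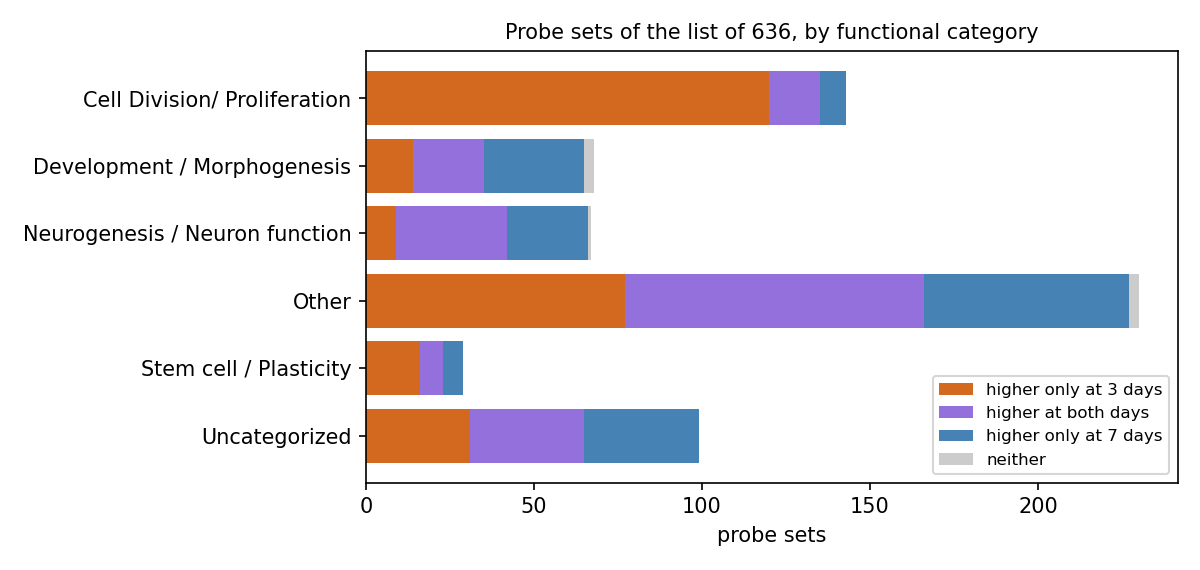
Number of the 636 probe sets in each functional category of the paper that were higher after ouabain at 3 days, at both days, at 7 days or at neither day, over all 12 arrays.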

An additional analysis involving a previously published microarray data set for vestibular ganglion development^27^ confirmed that a large portion of the 636 genes were also highly expressed in the vestibular ganglion at embryonic day 16 and P0 (Supplementary Fig. 1; Supplementary Table 4).

Differential expression of 13 genes identified by microarray analysis was confirmed by quantitative RT-PCR. These genes were chosen based on their well-characterized regulation of neural development and/or NSP proliferation and differentiation^28^,^29^,^30^,^31^. 

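On the arrays, most of the genes tested by qRT-PCR differed in the ouabain-treated nerves at 3 days. Taken as 14 genes, since the paper does not say whether Calb is Calb1 or Calb2, 9 were higher, 4 were lower and 1 did not pass, also when adjusted over the list alone. Gdnf, a survival factor for neurons, had a log2 fold change of 2.99 (standard error 0.25, adjusted p = 5.93e-06 by limma, n = 3 arrays per group). Ngfr, the p75 neurotrophin receptor, had 2.35 (standard error 0.18, adjusted p = 3.38e-06), and Ednrb, the endothelin receptor of neural crest cells, had 1.83 (standard error 0.16, adjusted p = 6.71e-06). Nedd4l, a ubiquitin ligase, had 1.20 (standard error 0.18), with 1 of its 6 probe sets called. Nes, Sox2, Gfap, Foxd3 and Vim were the other higher genes. Fgf10, a growth factor of inner ear development, had a log2 fold change of −2.32 (standard error 0.20, adjusted p = 7.02e-06). Dcx, a microtubule protein of young neurons, had −1.18 (standard error 0.25), with 2 of its 4 probe sets called. Shh, a secreted signal of neural patterning, had −0.69 (standard error 0.21, adjusted p = 0.0309), with 1 of its 2 probe sets called, and its adjusted p ranged from 0.00672 to 0.114 over the alternatives. Shh did not pass without control replicate 2 or 3 at 3 days (0.0817 and 0.114) or without ouabain-treated replicate 1, 2 or 3 at 3 days (0.0584, 0.113 and 0.053). Calb2, the calcium-binding protein calretinin, had −3.79 (standard error 0.25, adjusted p = 1.07e-06), and Calb1, calbindin, had −1.79 (standard error 0.86, adjusted p = 0.177) and did not pass in any of its 4 probe sets. At 7 days 9 of the 14 were higher and 5 were lower. The study picked these genes from these arrays, so their direction is not independent evidence. The list passed limma's camera test at 3 days (adjusted p = 0.00831) with a median of 1.51, and at 7 days (adjusted p = 0.0348) with a median of 1.28, while adjusted p = 0.133 and adjusted p = 0.141 with an estimated correlation. Over the other alternatives the adjusted p was at most 0.0435 at 3 days and 0.134 at 7 days, where the list did not pass with the unequal-variance form of the methods' test (0.134) or without ouabain-treated replicate 1 at 3 days (0.0528) or at 7 days (0.0576). Of 8 measured neurotrophic factor and receptor genes, 4 were higher and 4 did not pass at 3 days, and 5 were higher, 1 was lower and 2 did not pass at 7 days, with the same counts adjusted over the list alone. Gfra1, the receptor of Gdnf, had log2 fold changes of 2.66 and 1.26 (standard error 0.18 for each), and Ret, its signaling partner, had −1.31 (standard error 0.28) at 7 days, in 1 of its 2 probe sets. The list passed limma's camera at 3 days (adjusted p = 0.0119, median 0.40) and 7 days (adjusted p = 0.00296, median 1.00), with adjusted p = 0.133 and adjusted p = 0.0865 with an estimated correlation. It did not pass either with the mean over the probe sets of each gene, where the adjusted p was 0.299 and 0.151, the highest of its alternatives. It shares 2 genes with the qRT-PCR set, and of its other 6 members 2 were higher at 3 days (median 0.10), and 3 were higher and 1 was lower at 7 days (median 0.73). These other members can include genes whose qRT-PCR reagents the paper lists without a result. Of 6 genes whose qRT-PCR reagents the paper lists without a result, 5 were higher and 1 did not pass at each day, also when adjusted over the list alone. Leaving out single arrays ended the call of Pax6 at 3 days for 6 of the 12 (adjusted p from 0.0516 to 0.152) and that of Bdnf at 7 days for 8 (from 0.0503 to 0.129). Fabp7, a lipid-binding protein of radial glia and immature Schwann cells, had a log2 fold change of 1.43 (standard error 0.13) at 3 days, and Erbb3, the neuregulin receptor of Schwann cells, had 1.26 (standard error 0.10), with 1 of its 2 probe sets called. This list passed limma's camera at 3 days (adjusted p = 0.000944, median 1.13) and 7 days (adjusted p = 0.000738, median 0.98), with adjusted p = 0.133 and adjusted p = 0.0865 with an estimated correlation and at most 0.00408 and 0.0128 otherwise. Under the unequal-variance form of the methods' test at adjusted p, 4 of the 14 genes passed at 3 days.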

Among the selected set, 9 up-regulated genes (Ngfr, Nestin, Sox2, Nedd4l, Gfap, Ednrb, Gdnf, FoxD3 and Vim), and 4 down-regulated genes (Fgf10, Dcx, Calb and Shh) were confirmed to be significantly affected in ouabain-treated auditory nerves (Fig. 5). Some of the up-regulated genes such as Sox2, Nestin, Vim, Gfap, and Ngfr (p75) are widely used as NSP markers^32^,^33^,^34^.

To investigate transcriptional mechanisms that might contribute to the neurogenic gene expression response occurring in injured auditory nerve, we performed an analysis of promoter sequences of the 398 genes that showed a profile of up-regulation at both 3 and 7 days after ouabain injury and a profile of high expression at P0, but down-regulation with age during postnatal auditory nerve development. Interestingly, one of the transcriptional regulatory elements (TREs) significantly enriched within this group of gene promoters was the binding site for FoxD3 (Z = 10.462; Table 1), a member of the forkhead box family of transcription factors. FoxD3 was initially characterized in neural crest-derived stem cells (NCSCs) and embryonic stem cells, and it has been shown to be critical in NCSCs for maintaining neural differentiation potential and repressing mesenchymal lineage fates^35^,^36^. Putative FoxD3 binding sites were present in promoters of 160 of the 368 genes analyzed.

Glial fibrillary acidic protein (Gfap), the major intermediate filament in astrocytes of the central nervous system, is important in modulating astrocyte motility. Gfap^+^ cells are thought to be the principal source of NSPs in postnatal and adult mouse forebrain^28^,^37^. The intermediate filament protein Nestin is highly expressed during neurogenesis and has been widely used as a ubiquitous marker for NSPs^38^. Our microarray and RT-PCR assays revealed that Gfap and Nestin mRNA was up-regulated in adult auditory nerves after ouabain exposure. 

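Gfap and Nes transcripts were higher in the ouabain-treated nerves at 3 days and at 7 days. Gfap was 7.17 ± 0.23 (SD, n = 3) in control nerves and 9.06 ± 0.21 in ouabain-treated nerves at 3 days, on the log2 scale. At 7 days Gfap was 7.75 ± 0.24 in control nerves and 9.64 ± 0.05 in ouabain-treated nerves. Its log2 fold change was 1.89 at each day (standard error 0.15), with adjusted p = 3.36e-06 at 3 days and adjusted p = 3.15e-06 at 7 days from limma. All 3 probe sets of Gfap were higher at both days, with log2 fold changes from 0.72 to 1.89 at 3 days. Nes, which encodes Nestin, was 8.48 ± 0.18 in control and 10.37 ± 0.18 in ouabain-treated nerves at 3 days, and 8.50 ± 0.11 and 10.12 ± 0.12 at 7 days. Its log2 fold change was 1.89 (standard error 0.12, adjusted p = 7.98e-07 from limma) at 3 days and 1.62 (standard error 0.12, adjusted p = 2.29e-06) at 7 days, and its 3 probe sets were all higher. The 3 ouabain-treated arrays lay above the 3 control arrays at both days for each gene. Of 17 measured markers of neural stem and progenitor cells, 10 were higher, 1 was lower and 6 did not pass at 3 days, and 12 were higher, 1 was lower and 4 did not pass at 7 days, with the same counts adjusted over the list alone. The median log2 fold change of these markers was 0.99 at 3 days and 0.85 at 7 days. The lower member was Dcx at both days, with a log2 fold change of −0.76 (standard error 0.25) at 7 days. Dcx at 7 days did not pass without control replicate 1 or 2 or ouabain-treated replicate 1 or 3 of that day, with adjusted p of 0.151, 0.0876, 0.131 and 0.127, against a lowest of 0.00751 over its alternatives. The list shares 7 genes with the qRT-PCR set, and of the other 10 members 4 were higher at 3 days and 6 at 7 days, with medians of 0.38 and 0.66. Genes whose qRT-PCR reagents the paper lists without a result were not set aside, so the other 10 can include study-selected genes. All 17 members, the shared ones included, entered limma's camera test. The list passed it at 3 days (adjusted p = 9.02e-06) and at 7 days (adjusted p = 5.24e-07), with adjusted p = 0.133 and adjusted p = 0.0865 with an estimated correlation and at most 6.99e-05 and 5.5e-05 over the other alternatives. Under the unequal-variance form of the methods' test, Gfap at 7 days had an adjusted p of 0.0576, where its alternatives started at 4.66e-07. Markers of central nervous system glia had medians of 0.67 at 3 days and 0.53 at 7 days. Their adjusted p from limma's camera was 0.0132 and 0.0257, and 0.609 and 0.602 with an estimated correlation. Leaving out single arrays ended the call of that list at each day. Which cells carry the Gfap transcripts was not tested with these arrays, while the paper's immunostaining addresses the cells that hold the protein.

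**Figure D3:**
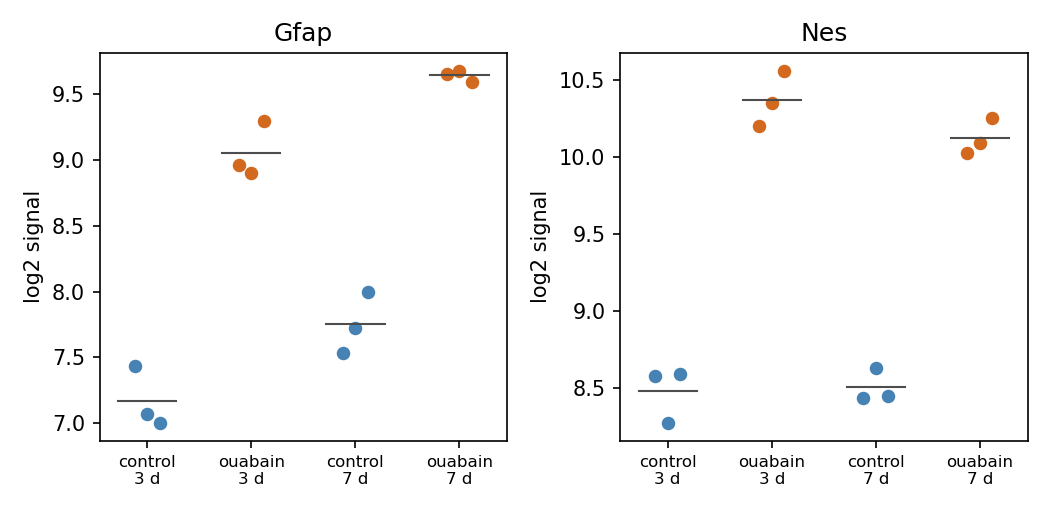
Log2 expression values of Gfap and Nes in control and ouabain-treated nerves at 3 and 7 days, with 1 point per array (n = 3 arrays per group) and a line at the mean of each group.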

To further investigate this response, we conducted immunostaining for these proteins on cochlear sections prepared from control and ouabain-treated mice. As shown in Fig. 6b, glial cells in the auditory nerve periphery (OSL and RC) were negative for Gfap staining. However, in the ouabain-treated mice, Gfap^+^ glial cells appeared in both OSL and RC (Fig. 6c,d). Thus acute SGN damage activated production of the potential NSP marker Gfap in a population of cells in the peripheral auditory nerve. Nestin protein expression was also up-regulated in the injured auditory nerves based on immunostaining as well as western blot analysis (Fig. 6e–g).

### Isolation and generation of neurospheres from adult auditory nerve

The neurosphere-formation assay is widely used to detect stem/progenitor cells and assess self-renewal and differentiation in cochlear tissues^11^,^39^,^40^. We used a modified neurosphere formation protocol^37^,^41^ to examine the consequences of acute injury. Clonal density cells prepared from auditory nerves of adult mice were able to form neurospheres (Fig. 7a), as were cells from the auditory nerves of newborn mice (Fig. 7c). Neurospheres prepared from auditory nerve could be enzymatically dissociated and the isolated cells again subjected to the culture protocol, which resulted in the formation of new neurospheres. Neurosphere cells generated from adult auditory nerves were able to generate neurospheres for at least three passages (Fig. 7b), whereas neurosphere cells from newborn mice yielded neurospheres for more than seven passages. As a negative control, fibroblast cells isolated from mouse subcutaneous connective tissue (L cell line, ATCC^@^ CRL-2648^TM^) were subjected to the formation protocol, but no sphere-like clusters were produced (Fig. 7d).

Ultrastructural characterization of adult auditory nerve neurospheres revealed morphologically heterogeneous cells in varying states of differentiation, including presumed stem/progenitor cells (Fig. 7a,b,d,e). Neurosphere cells had a non-compact cytoarchitecture with multiple cellular processes and large intercellular spaces (Fig. 7f,g). Neurosphere cells showed cytoplasms with irregular contours and short or no expansions. Additionally neurosphere cells showed a high nuclear/cytoplasm ratio (Fig. 7f,g) which was also evident in neurospheres prepared from newborn auditory nerves (Fig. 7h). The majority of neurosphere cells had abundant rough endoplasmic reticulum, mitochondria, and microfilaments. Mitotic features were occasionally detected in the central areas of the spheres (Fig. 7f). No cells with typical ultrastructural features of mature neurons or glial cells were found in the neurosphere sections.

As shown in Fig. 7i, a large subset of neurosphere cells from adult mice was proliferative, based on a BrdU assay. The intermediate filament protein Nestin and the transcription factor Sox2 are two widely used cellular markers for NSPs^38^,^42^. In preparations of whole spheres or sphere sections, numerous cells were found to be Nestin^+^ and Sox2^+^ (Fig. 7j,k). To further explore stem-related characteristics of neurosphere cells, microarray analyses were conducted on neurospheres and auditory nerves from adult mice to examine expression of genes linked to stemness in adult cells^43^. Of the 506 adult stemness genes interrogated, a majority showed a significant difference (*p* < 0.05) in neurospheres compared to auditory nerves (346 genes; 68.7%; Fig. 7l; Supplementary Table 5). Furthermore, a disproportionate number of the significantly different genes showed up-regulation (282 of 346; 81.5%) versus down-regulation (64 of 346; 18.5%) in neurospheres. These findings support the interpretation that generation of neurospheres from adult auditory nerve involves established adult stem cell mechanisms.

After growth in neural differentiation-promoting conditions for 10–12 days, neurosphere cells prepared from adult auditory nerves significantly changed their morphological features. A majority of cells changed from flat shapes with multipolar processes to spindle shapes with elongated bipolar processes (Fig. 8). Immunostaining revealed that a portion of neurosphere cells were stained positively for a panel of neural makers (Fig. 8a–f), including TuJ1 and MAP2 as neuronal markers, and P75, Sox10 and S100 as glial lineage markers. The TuJ1^+^ cells composed 25.6 ± 3.2% of the total cell population (n = 8) and Sox10^+^ cells were 26.6 ± 3.2% (n = 6) (Fig. 8g). A small proportion of the cells (less than 1%) were positive for the myofibroblast marker Smooth Muscle Actin (SMA).

### Isolation and generation of neurospheres from the glial cells of adult auditory nerve

We sought to test the hypothesis that neurospheres produced from auditory nerve cultures originated from glial cells. A glial enriched population was obtained from adult mouse auditory nerve using an immunomagnetic cell sorting procedure adapted from that of Whitlon *et al.*^44^. Glial cells were separated based on cell surface expression of nerve growth factor receptor (P75) (Fig. 1d). After two rounds of immunomagnetic sorting, the P75^+^ cell fraction was more than 86% glia based on spindle-shaped morphology and Sox10 immunoreactivity (Fig. 9d–f), whereas the auditory nerve cell preparations without the immunomagnetic sorting contained less than 35% Sox10^+^ glial cells (Fig. 9a,b,f). The glia enriched fraction was then used in both the neurosphere formation and neural differentiation assays. As shown in Fig. 9l, the glial enriched fractions produced much more neurospheres than that of non-glial enriched fractions. Most cells from the non-glial enriched population remained attached to the culture dish and failed to generate neurospheres (Fig. 9k). Under neural differentiation conditions, neurosphere cells generated from the glial enriched fractions were able to differentiate into Sox10^+^ and TuJ1^+^ neural cells (Fig. 9m–o). Quantitative analysis of differentiated neurosphere cultures showed that Sox10^+^ and TuJ1^+^ cells comprised 19 ± 3% and 20 ± 3% of total cells, respectively.

### Sox2 expressing glial cells are neurosphere-forming cells

Sox2 is a transcription factor that regulates the pluripotent state of stem cells and is also highly expressed in proliferative NSPs^42^,^45^. Analysis of a Sox2 eGFP transgenic mouse model^45^ revealed that a large portion of Schwann cells within Rosenthal’s canal and the osseous spiral lamina were Sox2^+^ (Fig. 10b). The glial nature of these GFP^+^ cells was determined by their morphological features and their spatial relationship with NF200^+^ spiral ganglion neurons (Fig. 10b,c). Auditory nerves isolated from adult Sox2 eGFP mice generated neurospheres (Fig. 10d) with the majority of neurosphere cells being GFP^+^. Culturing neurospheres in neural differentiation medium revealed that some differentiated neural lineage cells were GFP^+^. The neural lineage cells were identified based on positive staining with TuJ1 and Sox10 (Fig. 10e–g). Thus it appears that Sox2^+^ glial cells in the adult auditory nerve are a main source of the neurosphere forming cells.

### Enhanced neurosphere formation from auditory nerve by acute injury or hypoxic conditions

Our previous study showed that acute injury to the auditory nerve induced by ouabain exposure significantly increased Sox2^+^ glial cells^22^. 

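Sox2, a transcription factor of neural progenitors and immature Schwann cells, has 1 probe set on the array. It was 10.49 ± 0.10 (SD, n = 3) in control nerves and 11.71 ± 0.33 in ouabain-treated nerves at 3 days, on the log2 scale. At 7 days it was 10.16 ± 0.25 in control nerves and 11.36 ± 0.37 in ouabain-treated nerves. Sox2 had a log2 fold change of 1.22 at 3 days (standard error 0.20, adjusted p = 0.000699 from limma) and of 1.21 at 7 days (standard error 0.20, adjusted p = 0.000822). The lowest ouabain-treated array stood at 11.40 against a highest control array of 10.56 at 3 days, and at 10.93 against 10.44 at 7 days. The difference in the Sox2 response between the days was −0.02 (standard error 0.28, adjusted p = 0.99) and did not pass. With the unequal-variance form of the methods' test the adjusted p for Sox2 was 0.119 at 3 days and 0.101 at 7 days, the highest of the alternatives, whose lowest were 0.000251 and 0.000262. The paper itself uses the p of its test without this adjustment.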

Here, our microarray analysis of ouabain-treated auditory nerves confirmed that Sox2 expression levels were significantly up-regulated at both 3 and 7 days following ouabain exposure (Supplementary Table 1). To test the hypothesis that acute injury to the adult auditory nerve increases the number of NSPs, we conducted a neurosphere formation assay on auditory nerves isolated from ouabain-exposed mice 3 days after treatment. As shown in Fig. 11a, the number of neurospheres generated from ouabain injured auditory nerves increased about 1.5-fold compared to controls. Analysis of proliferation using BrdU incorporation assays showed that neurospheres prepared from ouabain-injured nerves had significantly more BrdU^+^ cells than neurospheres prepared from controls (Fig. 11b). Under neural differentiation conditions, neurospheres generated from ouabain-injured ears were found to have Sox10^+^ and TuJ1^+^ cells at 29 ± 5% (n = 5) and 26 ± 2% (n = 4), respectively, which were levels that were roughly similar, albeit elevated, relative to neurospheres generated from normal adult ears (see Fig. 8g).

It has been shown that hypoxia within a certain range (e.g. 3 to 5% O_2_) is favorable for the maintenance of stem cell pluripotency^46^. To determine the effect of hypoxia on NSPs in the adult auditory nerve, we performed the neurosphere formation assay at the hypoxia level of 3% O_2_. As shown in Fig. 11c, hypoxic conditions significantly increased the yield of neurospheres from auditory nerves of adult CBA/CaJ mice compared to those that were cultured in a normoxic condition.

## Discussion

We have documented that a subpopulation of glial cells in the adult mouse cochlea acquire NSP properties after acute injury. Transcriptomic analysis of ouabain-exposed auditory nerves showed that acute injury caused up-regulation of numerous genes that are associated with neurogenesis and which are normally elevated during the early stages of postnatal auditory nerve development. Some of these genes, such as Sox2, Nestin, Vim, Gfap, and Ngfr (p75), are widely used as molecular markers of NSPs^32^,^33^,^34^. Neurosphere formation assays demonstrated that neurospheres could be generated from the entire adult mouse auditory nerve or a purified subpopulation of glial cells. Assays performed with a Sox2 eGFP mouse model determined that the neurosphere-forming cells in adult auditory nerve were a subpopulation of glial cells that express Sox2. Lastly, neurosphere formation was enhanced by injury with ouabain and in response to hypoxia.

An interesting finding of this study was that acute injury of adult SGNs caused up-regulation of numerous genes typically expressed in the early stages of postnatal nerve development. This reveals that the adult mouse auditory nerve is capable of reinitiating aspects of normal development in response to pathological conditions, such as acute nerve injury. Nestin and Vim are two molecular makers commonly used for the identification of NSPs in adult neural tissues^28^,^37^,^47^. These two genes exhibited the pattern of up-regulation in ouabain-injured auditory nerve and declining expression during postnatal auditory nerve maturation. 

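Vim, which encodes the intermediate filament vimentin of immature glia and mesenchymal cells, was higher after ouabain at both days. Its level was 11.89 ± 0.07 (SD, n = 3) in control nerves and 13.69 ± 0.10 in ouabain-treated nerves at 3 days, on the log2 scale. At 7 days the level of Vim was 11.76 ± 0.18 in control nerves and 13.12 ± 0.08 in ouabain-treated nerves. Its log2 fold change was 1.80 (standard error 0.10, adjusted p = 3.27e-07 from limma) at 3 days and 1.36 (standard error 0.10, adjusted p = 2.26e-06) at 7 days. The other probe sets of Vim were also higher at 3 days, with log2 fold changes of 1.20 and 1.68. The difference between the days in Vim was −0.44 (standard error 0.14, adjusted p = 0.193) and did not pass the test.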

In adult cerebral cortex, mature glial cells, which have limited capability to proliferate, do not express Nestin, Vim, tenascin C or Gfap^18^,^48^. However, after nerve injury, a subset of reactive glial cells expressed these proteins and presented typical NSP features of radial glial cells^18^,^49^.

The forkhead box transcription factor FoxD3 is a stemness gene that is required for maintenance of neural crest progenitors^36^,^50^. FoxD3 is also a key regulator of the neural lineage that arises from neural crest stem cells^35^,^36^. 

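Foxd3, a forkhead transcription factor of the neural crest, rose in the ouabain-treated auditory nerve at both days. Its only probe set stood at 6.94 ± 0.08 (SD, n = 3) in control nerves and 9.29 ± 0.25 in ouabain-treated nerves at 3 days, on the log2 scale. At 7 days the values were 6.65 ± 0.18 in control nerves and 9.05 ± 0.27 in ouabain-treated nerves. The log2 fold change of Foxd3 was 2.35 (standard error 0.15, adjusted p = 9.82e-07 from limma) at 3 days and 2.39 (standard error 0.15, adjusted p = 9.3e-07) at 7 days. Foxd3 lay above the highest control array in each ouabain-treated array, by at least the gap between 7.03 and 9.06 at 3 days and between 6.82 and 8.82 at 7 days. With the unequal-variance form of the methods' test, Foxd3 at 3 days had an adjusted p of 0.0582, where its alternatives started at 1.03e-07.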

Our data revealed that FoxD3 was up-regulated in the auditory nerve with ouabain exposure and down-regulated with age during postnatal auditory nerve maturation. Additionally, FoxD3 was implicated as an important transcriptional regulator of the other 397 genes exhibiting this transcriptional profile (Z = 10.462), with FoxD3 TREs found in promoters of 160 of the genes. Analysis of these putative Foxd3 target genes detected functional associations with regulation of cell proliferation and nervous system development. Thus, FoxD3 may be a key factor in influencing how mature cochlear glial cells, within the appropriate microenvironment, switch to a dedifferentiated state and behave as multipotent NSPs.

Cellular and gene profiling evidence presented here support the hypothesis that acute auditory nerve injury stimulates quiescent glial cells to up-regulate genes that are highly expressed in NSPs, and thus, revert to a de-differentiated phenotype. This was also validated by neurosphere formation assays showing that a subgroup of Sox2^+^ glial cells is the source of NSPs in the adult auditory nerve. In the central nervous system, some astrocytes function as NSPs during adult neurogenesis^28^,^51^,^52^. A subpopulation of cells with morphological and immunophenotypic characteristics of astrocytes in the SVZ neurogenic zone expresses NSP markers. These cells contribute to olfactory neurogenesis *in vivo* and the formation of clonal, self-renewing multipotent neurospheres *in vitro*. In the injured brain, a subset of astrocytes up-regulates expression of Nestin and Gfap, proliferate, and becomes neurogenic after exposure to an enriched culture condition^49^,^53^. In addition, myelinating Schwann cells isolated from adult palatal ridges and sciatic nerves can be reprogrammed into multipotent NSPs under appropriate culture conditions^54^.

The transcription factor Sox2 is highly expressed in NSPs during adult neurogenesis^55^,^56^. Our previous study demonstrated that Sox2 up-regulation occurred in the glial cells of auditory nerves in adult mouse ears following type I SGN loss induced by ouabain exposure^22^. Here, global transcriptional analysis confirmed an up-regulation of Sox2 gene expression after ouabain exposure (Supplementary table 1). In addition, comparative analysis revealed that more than half of known Sox2 regulatory target genes^57^ are differentially expressed in ouabain-injured auditory nerves (Supplemental Fig. 2). These data, together with the results of our neurosphere formation assays in Sox2 eGFP transgenic mice showing that the Sox2^+^ glial cells are the resource of NSPs in the adult auditory nerve, demonstrate that Sox2 plays an important role in regulating the proliferation and de-differentiation of cochlear glial cells in adult cochlea after SGN acute injury.

A decrease in histone acetylation enacted by HDACs can result in condensed chromatin structure, abundant heterochromatin and transcriptional silencing^58^. Intensive expression of both HDAC1 and HDAC2 was detected in neural cells in the mouse central nervous system^59^,^60^. When NSPs differentiate into mature cells, expression of HDAC2 is up-regulated. Here, our data show that HDAC1 and HDAC2 were highly expressed in mature glial cells of the auditory nerves in control cochleas. However, shortly after ouabain exposure, production of these enzymes was down-regulated. These results suggest that down-regulation of both HDAC1 and HDAC2 in response to injury may contribute to the observed reduction in chromatin condensation, thereby influencing the injury-dependent de-differentiation of the glial cells in the adult cochlea.

Reactive gliosis (or glial scar formation) is a hallmark of brain injury. For years, the dense scarring and intense local inflammation with this condition were thought to inhibit regenerating axons from reaching their distal targets. However, recent studies have demonstrated that several injury conditions stimulate mature glial cells to acquire (or reactivate) NSP potential as part of reactive gliosis^18^,^19^,^49^,^61^. An important finding of this study was that acute injury in the auditory nerve significantly enhanced neurosphere formation in cultures of auditory nerve cells. These *in vitro* data support our *in vivo* gene expression results showing that acute injury in adult auditory nerve can initiate a program of gene expression resembling the early stages of postnatal auditory nerve development. Further functional experiments are necessary to determine whether the neurosphere cells generated from the auditory nerve can be fully differentiated into functional spiral ganglion neurons. The glial cells, including Schwann and satellite cells in the peripheral auditory nerve, are thought to develop from the neural crest (NC). It is still questionable if the NC-derived stem cell-like cells from adult cochlear nerve can fully differentiate into sensory neurons. It was reported that NC-derived stem cells fail to generate sensory neurons at the presence of BMP2 signaling or the absence of certain components of Wnt signaling^21^.

Another interesting result is that mild hypoxia augments neurosphere formation in cultures of cells from adult auditory nerve, suggesting that hypoxia plays a beneficial role in the survival or stemness of NSPs derived from the auditory nerve. Oxygen levels in the developing embryo are often low and this has been shown to influence development of organs such as the placenta and the vasculature^62^. Previous studies have demonstrated that hypoxia-inducible factor α1 facilitates signal transduction pathways involving Notch and bone morphogenetic proteins to promote cell proliferation and inhibit cell differentiation or apoptosis^63^. Mild hypoxia significantly enhanced self-renewal and multipotency of cultured NSPs and increased proliferation within the stem cell niche in an *in vivo* perinatal hypoxia/ischemia model^5^,^64^. Hypoxia has also been shown to induce de-differentiation of committed cells in other cell populations^65^. A more thorough understanding of the roles of hypoxia and its inducible factors in the regulation of auditory nerve-derived NSPs could lead to new methods for enhancing regeneration or self-repair of injured auditory nerves.

Although our study found that the glial cells (at least a subset of them) in adult auditory nerve have several characteristics of NSPs, no evidence of auditory nerve regeneration has been identified in the ouabain mouse model or other *in vivo* animal models of sensorineural hearing loss. To better understand this limitation, we examined the expression of Notch signaling-associated genes in response to injury as compared to the response seen in auditory nerve derived neurospheres, which represented a more clearly regenerative state (Supplementary Fig. 3). While some Notch pathway genes showed injury response patterns that resembled the regenerative state (e.g., upregulation of Dll1 and Hes1 under both conditions; Supplementary Fig. 3b), other Notch pathway genes showed patterns that opposed the regenerative state (e.g., opposing regulation of Jagged 1 and Hey 1 under the two conditions; Supplementary Fig. 3a). These results suggest that certain components of Notch signaling fail to follow a full regenerative response. 

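Among the Notch pathway genes on the ouabain arrays, Hes1 and Hey1, transcriptional repressors that Notch switches on, were higher at 7 days. Hes1 had a log2 fold change of 0.72 (standard error 0.13, adjusted p = 0.00125 from limma, n = 3 arrays per group), from 7.91 ± 0.20 (SD) in control to 8.63 ± 0.22 in ouabain-treated nerves. Hey1 had a log2 fold change of 0.60 (standard error 0.09, adjusted p = 0.000428), from 9.48 ± 0.05 to 10.08 ± 0.16. Dll1, a Notch ligand, had a log2 fold change of 0.43 (standard error 0.14, adjusted p = 0.0451), which lies under the fold threshold. Jag1, the ligand Jagged 1, had 0.40 (standard error 0.14, adjusted p = 0.0515) and did not pass in any of its 3 probe sets. Of 22 measured Notch pathway genes, 5 were higher, 1 was lower and 16 did not pass at 7 days, with the same counts adjusted over the list alone. Notch1, the receptor, had a log2 fold change of 1.07 (standard error 0.13), and Notch3 had 0.65 (standard error 0.13), with 1 of its 2 probe sets called. The lower gene was Hey2, with a log2 fold change of −1.21 (standard error 0.16), and Heyl, chosen after its values were seen, was the remaining higher gene with 0.60 (standard error 0.14), with 1 of its 3 probe sets called. The median of the list was 0.30 at 7 days, and it passed limma's camera test (adjusted p = 0.0021), with adjusted p = 0.133 with an estimated correlation and at most 0.0132 over the other alternatives. At 3 days 1 Notch pathway gene was higher, Notch1 with 0.74 (standard error 0.13), 1 was lower, Hey2 with −1.10 (standard error 0.16), and 20 did not pass, also when adjusted over the list alone (median 0.09, camera adjusted p = 0.582). Hey1 fell under the fold threshold, at log2 fold changes of 0.58, 0.58 and 0.51, without control replicate 1, control replicate 2 and ouabain-treated replicate 3 at 7 days, and Notch3 did so at 0.58 without control replicate 1 at 7 days. Hes1, Hey1 and Hey2 did not pass at adjusted p with the unequal-variance form of the methods' test (0.106, 0.109 and 0.109, where their alternatives started at 0.000433, 0.000169 and 4.65e-05). From the comparison with neurospheres, whose arrays are not analysed here, the paper proposes that certain components of Notch signaling do not follow a full regenerative response.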

Another possible factor contributing to the inhibition of auditory nerve regeneration is the direct effect of ouabain exposure on the glial cells. It was reported that ouabain exposure alters inflammatory reactivity and influences specific types of glial cells in *in vitro* conditions^66^,^67^.

Using a mouse model of auditory nerve injury, combined with multidisciplinary *in vivo* and *in vitro* approaches, we demonstrated that acute injury stimulates quiescent glial cells in the adult auditory nerve to up-regulate genes that are highly expressed in developing auditory nerve and revert to a de-differentiated phenotype. What is striking about our findings is the remarkable plasticity of the glial cells in the adult mouse auditory nerve. Since the SGNs have a limited capacity to regenerate, their death results in permanent sensorineural hearing loss. Cochlear glial cells represent potential for interventions that attempt to regenerate or repair SGNs. A recent study showed that modifying expression of a single transcription factor Sox2 can convert glial cells into proliferative neuroblasts, giving rise to functional neurons *in vivo* when supplied with BDNF and Noggin or treated with a histone deacetylase inhibitor^68^. Further studies of the cell-intrinsic properties and environmental cues that control proliferation and neural differentiation of NSPs will be necessary for understanding the capability to replace lost neural tissue and restore auditory function.

## Methods

### Animals

Adult CBA/CaJ and Sox2 transgenic mice were bred in-house in a low-noise environment at the Animal Research Facility of the Medical University of South Carolina (MUSC). The original adult CBA/CaJ breeding pairs were purchased from The Jackson Laboratory (Bar Harbor, ME). Sox2 eGFP transgenic mice were kindly provided by Dr. Fred Gage^45^. All mice received food and water *ad libitum* and were maintained on a 12-hr light/dark cycle. Adult mice aged 6–12 weeks and postnatal (P) developing mice at ages P0, 3, 7, 10, 14, and 21 of both genders were used in the study. Prior to data acquisition, adult mice were examined for signs of external ear canal and middle ear obstruction. Mice with any symptom of middle ear infection were excluded from the study. All vertebrate animal experimentation was performed in accordance with institutional and federal guidelines and regulations. Vertebrate animal experimental protocols were reviewed and were approved by the Institutional Animal Care and Use Committee of Medical University of South Carolina.

### Physiological procedures

Adult mice before and after ouabain treatment were processed for auditory physiological measurements. Auditory brainstem responses (ABRs) were measured as previously described^22^. Mice were anesthetized by an intraperitoneal injection of xylazine (20 mg/kg) and ketamine (100 mg/kg) and placed in a sound-isolation room. The acoustic stimuli were generated using Tucker Davis Technologies equipment System III (Tucker-Davis Technologies, Gainsville, FL, USA) and a SigGen software package (Version 4.4.1). Calibration was completed using a Knowles microphone in a probe tube clipped to the pinna. The signals were delivered into the animal ear canal through a 10 mm long (3–5 mm diameter) plastic tube. ABRs were evoked at half octave frequencies from 4 to 45 kHz with 5 ms duration tone pips with cos^2^ rise/fall times of 0.5 ms delivered at 31 times/s. Sound levels were reduced in 5 dB steps from 90 dB SPL to 10 dB SPL below thresholds. Physiological results of each mouse were analyzed for individual frequencies, and then averaged for each of these frequencies from 4.0 to 45 kHz.

### Ouabain exposure

Surgical procedures were modified from previous studies^22^. Briefly, mice were anesthetized with xylazine (10 mg/kg, i.p.) and ketamine (100 mg/kg, i.p.). Survival surgery was performed under sterile conditions. Buprenorphine (0.1 mg/kg, i.p., once 30 min before the surgery) was administered to minimize any surgical discomfort. Sterile procedures were used to open the bulla and deliver ~10 μl of 3 mM ouabain (Sigma-Aldrich, O3152) solution to the round window niche. The total time of ouabain exposure was approximately 60 min; every 10 min the ouabain solution was wicked away with filter paper wicks prepared preoperatively and a fresh solution was applied. The right ear was the operative ear while the left ear served as a control. Following treatment with ouabain, adult mice were allowed to recover for either 3 or 7 days. Ouabain treated mice exhibiting ABR wave I threshold shifts of less than 30 dB were excluded from subsequent experimentation.

### Cochlear nerve tissue collection and total RNA isolation

Adult mice treated with ouabain and postnatal mice were euthanized and the cochleas were collected. Microdissection was performed to remove the outer bony cochlear shell, cochlear lateral wall, and the majority of sensory epithelium, thereby preserving the modiolus portion of the cochlea where the auditory nerve is located. For ouabain exposed mice, control (left ear) and treatment (right ear) cochleas were prepared separately; tissues from two control or treatment preparations were pooled for individual samples. For postnatal mice, the left and right ear cochlea preparations from a single mouse were pooled for individual samples. Total RNA was purified from cochlea preparations using the miRNeasy Mini Kit (Qiagen Inc, Germantown, MD) according to the manufacturer’s instructions.

### Microarray hybridization and data analysis

Procedures for probe preparation, hybridization, and microarray data processing were modified from those described previously^69^. Total RNA preparations were assessed for quality using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Ouabain study samples (n = 3) and postnatal samples (n = 2) of high quality total RNA were selected for use. Total RNA (ouabain study, 50 ng; postnatal study, 100 ng; neurosphere study, 100 ng) was converted into biotin-labeled cRNA using the 3′ IVT Express Kit (Affymetrix, Santa Clara, CA) according to the manufacturer’s instructions. Hybridization of biotin-labeled cRNA to Mouse 430 2.0 GeneChips (Affymetrix) and post hybridization washing, staining, and fluorescence scanning were conducted using Affymetrix instrumentation following manufacturer recommendations. Raw hybridization data (CEL files) for each study were normalized by both Robust Multi-array Average (RMA)^70^ and Microarray Suite 5.0 algorithms using Expression Console software (Affymetrix). Comparisons were performed using dChip software^71^. For the ouabain treatment study, genes differentially expressed were identified as those with absolute fold change >1.5 and *p* < 0.05 (Student’s unpaired t-test) for ouabain treatment versus control at either 3 days or 7 days after ouabain exposure (identifying 6915 differentially expressed genes). For the postnatal development study, differential expression was defined as absolute fold change >1.5 and *p* < 0.05 (Student’s unpaired t-test) for P3, P7 or P10 versus P0 (identifying 6023 genes). For the neurosphere study, differential expression of stemness genes^43^ was defined as *p* < 0.05 (Student’s unpaired t-test) for neurosphere cultures versus auditory nerve tissue (identifying 346 genes). False discovery rate (FDR) for comparative analysis involving all microarray content was estimated with dChip software using the iterative randomization method, which calculates FDR as the median number of genes discovered by iterative comparisons involving randomized sample group assignments divided by the genes discovered using correct sample assignments. Calculations based on 50 iterations estimated FDR as <5% for all comparisons. Raw microarray data files associated with these studies were deposited in NCBI Gene Expression Omnibus under the series accession GSE59417.

### Detection of enriched transcription factor binding sites

Hierarchical clustering of the 636 genes showing the pattern of induction following ouabain injury and reduction during postnatal development revealed two predominant sets that differed in their response to ouabain injury. 

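Of the 636 probe sets, 201 were higher at both days, 242 at 3 days without passing at 7 days, and 161 at 7 days without passing at 3 days, in the fit without control replicate 3 at 3 days. The group higher at both days had median log2 fold changes of 1.00 at 3 days and 0.92 at 7 days, and the group higher at 3 days had 1.20 and 0.19. The difference between the days was itself tested with limma, and the response was smaller at 7 days in 25 of the 242 and in 9 of the 201, and larger at 7 days in 3 of the 161. Over all 12 arrays a probe set of Hmga2, higher at 3 days without passing at 7 days, had a day difference of −5.62 on the log2 scale (standard error 0.41), a size left uncertain by control values near the floor of the arrays, while Gap43, higher at both days, had a day difference of 0.22 (standard error 0.53) that did not pass. Cenpf, a kinetochore protein chosen here after its values were seen, had a day difference of −2.81 over all 12 arrays (standard error 0.54, adjusted p = 0.0364) in the 1 of its 3 probe sets that passed. In cell division and proliferation, 113 of the 143 probe sets were higher at 3 days without passing at 7 days, and 14 passed the test of the day difference. With all 12 arrays these were 120 and 23, and without control replicate 1 at 7 days, in which cell cycle genes stood above the other controls, 104 and 37. In neurogenesis and neuron function, a category that also holds the mitotic gene Birc5, 37 of the 67 were higher at both days. With all 12 arrays 199 were higher at both days, 267 at 3 days without passing at 7 days, and 50 of those 267 had a smaller response at 7 days by the test of the difference. The number higher at both days moved to 67 with a fold above 2, to 321 with no fold threshold and to 18 with the unequal-variance form of the methods' test at adjusted p. The study chose the list on these arrays, which is no independent evidence for the direction of its members.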

One subset of 398 genes showed sustained up-regulation at both 3 days and 7 days following ouabain treatment, while the second set of 186 genes was only transiently up-regulated at 3 days. To address the hypothesis that sustained up-regulation was likely to be representative of a regenerative response following SGN degeneration, the subset of 398 genes was chosen for analysis of transcription factors implicated in regulating neurogenesis and neural development events. The 398 genes were analyzed for enrichment of transcriptional response elements (TREs) in their promoters using the oPOSSUM 3.0 tool^67^ configured for single site analysis of promoter flanking sequences extending from −2000 to +2000 with respect to gene transcription start sites. Significant TREs were evaluated based on Z-scores.

### Quantitative RT-PCR

Reverse transcription of total RNA was performed with the QuantiTect Reverse Transcription Kit (Qiagen, Germantown, MD) according to the manufacturer’s protocol. Briefly, genomic DNA was eliminated from RNA samples by incubation with gDNA Wipeout Buffer for 2 min at 42 °C. Reverse transcription was performed with 50 ng of total RNA and Quantiscript Reverse Transcriptase in 20 μl reaction volumes incubated at 42 °C for 15 min and 95 °C for 3 min. The following gene-specific amplification reagents were purchased from Qiagen : 18S (QT02448075), Ngfr (QT01047004), Nestin (QT01051547), Gdnf (QT00115290), Sox2 (QT00249347), Nedd4l (QT01069355), Gfap (QT00101143), Ednrb (QT00139384), Foxd3 (QT00252056), Vim (QT00159670), Dcx (QT02521155), Fgf10 (QT00164157), Erbb3 (QT01168167), Fabp7 (QT00109865), Gap43 (QT00101955), Pax6 (QT01052786), BDNF (QT00097118), Notch 1 (QT00156982), and Shh (QT00122479). Forward and reverse primers for Calb were purchased from Invitrogen (10336022). The Quantitative PCR reactions were performed with the QuantiFast SYBR Green PCR Kit (Qiagen) using 1 μl of cDNA and a LightCycler 480 (Roche Diagnostics, Indiana, USA). Negative controls included reactions lacking cDNA template and reverse transcriptase. 18s rRNA was used as a reference gene for normalization. All reactions were performed in technical triplicate. Cycling parameters for PCR were: 50 °C for 2 min, activation at 95 °C for 5 min, and 40 cycles of 95 °C for 10 sec and 60 °C for 30 sec.

### Immunohistochemistry

After physiological recording, cochleas were fixed with 4% paraformaldehyde solution for 1–2 hours at RT, decalcified with 0.12 M ethylenediamine tetraacetic acid (EDTA) at RT (stirring), and dehydrated. The tissues were then embedded in Tissue-Tek OCT compound, and sectioned at 10 μm thickness. For neurosphere analysis, neurospheres were collected, washed with phosphate buffered saline (PBS), and fixed with 4% paraformaldehyde for 20 min at RT. After fixation, neurospheres were embedded in 4% gelatin. Sections were immersed in blocking solution for 20 min and then incubated overnight at 4 °C with a primary antibody diluted in 0.2% BSA. The primary antibodies used in this study are listed in Supplementary Table 6. Secondary antibodies were biotinylated and binding was detected by labeling with fluorescein (FITC)-conjugated avidin D or Texas red-conjugated avidin D (Vector Labs, Burlingame, CA). Nuclei were counterstained with propidium iodide (PI), bisbenzimide or DAPI. Sections were examined on a Zeiss LSM5 Pascal confocal microscope or Olympus Fluoview FV1000 confocal microscope. FITC and Texas red (or PI) signals were detected by excitation with the 488 nm and 543 nm lines, respectively. Images were scanned at scales of 0.29 μm (x) x 0.29 μm (y) and a stack size of 146.2 μm (x) x 146.2 μm (y) with a Plan-Apochromat 63×/1.4 Oil DIC objective (Carl Zeiss, Germany). Captured images were processed using Zeiss LSM Image Browser Version 3,2,0,70 (Carl Zeiss Inc., Jena, Germany) and Adobe Photoshop CS.

### Transmission electron microscopy

Anesthetized animals were perfused via cardiac catheter with 10 ml of normal saline containing 0.1% sodium nitrite followed by 15 ml of a mixture of 4% paraformaldehyde and 2% glutaraldehyde in 0.1 M phosphate buffer, pH 7.4. After removing the stapes and opening the oval and round windows, 0.5 ml of the same fixative described above was perfused gently into the scala vestibuli through the oval window. Inner ears were dissected free and immersed in fixative overnight at 4 °C. Decalcification was completed by immersion in 40 ml of 120 mM solution of EDTA, pH 7.0, with gentle stirring at room temperature for 2–3 days with daily changes of the EDTA solution. For neurosphere analysis, the neurospheres were centrifuged and fixed with the same mixture for 2 hours at RT. Cochlear tissues and neurospheres were postfixed with 1% osmium tetroxide-1.5% ferrocyanide for 2 hours in the dark, then dehydrated and embedded in Epon LX 112 resin. Semi-thin sections approximately 1 μm thick were cut and stained with toluidine blue. Ultrathin sections (70 nm thick) were stained with uranyl acetate and lead citrate and examined by electron microscopy.

### Heterochromatin Density Analysis

Quantification of the heterochromatin density of glial cells before and after ouabain treatment was performed by processing electron microscopy images with AxioVision 4.8 (Carl Zeiss, Inc.) software. Nucleus and heterochromatin values were measured using the outline and measurement tool in the software. Heterochromatin pixel percentages were calculated using the following equation: heterochromatin region pixel values/whole nucleus region pixel values × 100. Twelve measuring regions from control mice, five regions from 1 day post treatment mice, and five regions from 3 day post treatment mice were examined. All the measured regions were randomly selected on the cochlear modiolus sections. Mean heterochromatin density percentages were compared using unpaired Student’s t-tests and differences between means were considered statistically significant when *p* < 0.05.

### Neurosphere assay

Animals were anesthetized and decapitated under a sterilization condition. Brain tissues were removed and the temporal bones transferred to a culture dish containing 5–10 ml HBSS (Hanks balanced salt solution, Sigma) and washed twice with HBSS. Auditory nerves were removed from the temporal bones and incubated with 0.25% trypsin for 5 min at 37 °C. After trypsin treatment, auditory nerves were incubated with DNase I (final concentration of 5 mg/ml) for 5 min at 37 °C. Finally, 10% fetal bovine serum (FBS) containing DMEM/F12 medium was added to stop trypsin reaction. Tissues were triturated with pipet tips and centrifuged at 1000 rpm for 5 min. The pellet was resuspended in DMEM/F12 medium with 10% FBS and B27 supplements and filtered through a 70 μm cell strainer. Cells were counted, plated on poly-L-ornithine and fibronectin coated plates, and grown to full confluency (5–7 days). Media was then removed and replaced with serum free proliferation medium (NeuroCult^TM^ proliferation supplement, Stem Cell Technologies) containing 20 ng/ml rh EGF, 10 ng/ml FGF and 2 μg/ml heparin.

The procedure for the purification of cochlear glial cells using immune-magnetic sorting was modified from previously described^44^ and from the instructions provided by the manufacturer (Miltenyi Biotech, Germany). Cells were re-suspended and washed using PBS containing 1% bovine serum albumin (PB1), then incubated with rabbit anti-P75 NGF receptor (Millipore-Chemicin, Billsrica, MA, USA) cells at 4 °C for 20 min. After washing twice with PB1, cells were re-suspended in PBS containing 0.5% bovine serum albumin and 2 mM EDTA (PBE), then were incubated with MACS micro-beads coupled to anti-rabbit IgG microbeads (Miltenyi Biotec, USA) at 4 °C for 15 min. After incubation, cells were washed twice and re-suspended with PBE, then added to the top of a prewashed magnetic column. The flow-through cells were washed through with three applications. The column was removed from the magnet and 1 ml of PBE was gently pushed through with a plunger. The cell sorting procedure was performed twice to enhance the enrichment of the P75^+^ glial cell population. We also purified the Thy-1.2^+^ fibroblasts as a negative control (non-glial cell enriched fraction) using the same MACS protocol described above. The primary and second antibody for immunemagnetic sorting were rat anti Thy1.2 (AbD Serotec, US) and anti-rat IgG microbeads (Miltenyi Biotec, USA), respectively.

For culture with hypoxic condition, hypoxic conditions (O_2_ concentration: 3%) were maintained in a humidified 5% CO_2_ multi-gas incubator by continuous flushing with 92% N_2_ gas. For the BrdU assay, neurospheres were incubated with 9.8 μM BrdU (Sigma) at 37 °C overnight as previously described^21^,^39^. Neurospheres were transferred to 4-well Lab-Tek chamber slides (Fisher Scientific) coated with poly-L-ornithine and fibronectin (Sigma) and incubated for 5 days with neural differentiation medium (NeuroCult differentiation supplements, Stem Cell Technologies) containing 1 ng/ml of leukemia inhibitory factor (Chemicon) at 37 °C. Medium was changed every 3 days. Cultures were maintained for up to 14 days in culture before fixation for immunohistochemistry. The fibroblast L Cell line (ATCC^@^ CRL-2648^TM^, American Type Culture Collection, Manassas, VA) was used as a negative control for the neural differentiation assay on neurosphere cells.

### Data processing and statistical analyses

Unless otherwise specified, all data in the figures are presented as mean ± standard error of the mean (SEM). Data for the density of Sox10^+^ and BrdU^+^ cells, density of Sox10^+^/BrdU^+^ cells, heterochromatin percentages, density of HADC^+^, Gfap^+^, Sox10^+^ and TuJ1^+^ cells, number of neurospheres, as well as quantification of mRNA expression levels by quantitative PCR for Ngfr, Nestin, Gdnf, Sox2, Nedd4l, Gfap, Ednrb, FoxD3, Vim, Fgf10, Dcx, Calb, and Shh were analyzed by one- and two-way ANOVA or two tailed, unpaired Student’s *t* test using statistics software (SPSS, Chicago, IL). A value of *p* < 0.05 was considered to be statistically significant.

## Additional Information

**How to cite this article**: Lang, H. *et al.* Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve. *Sci. Rep.* **5**, 13383; doi: 10.1038/srep13383 (2015).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

## Figures and Tables

**Figure 1:**
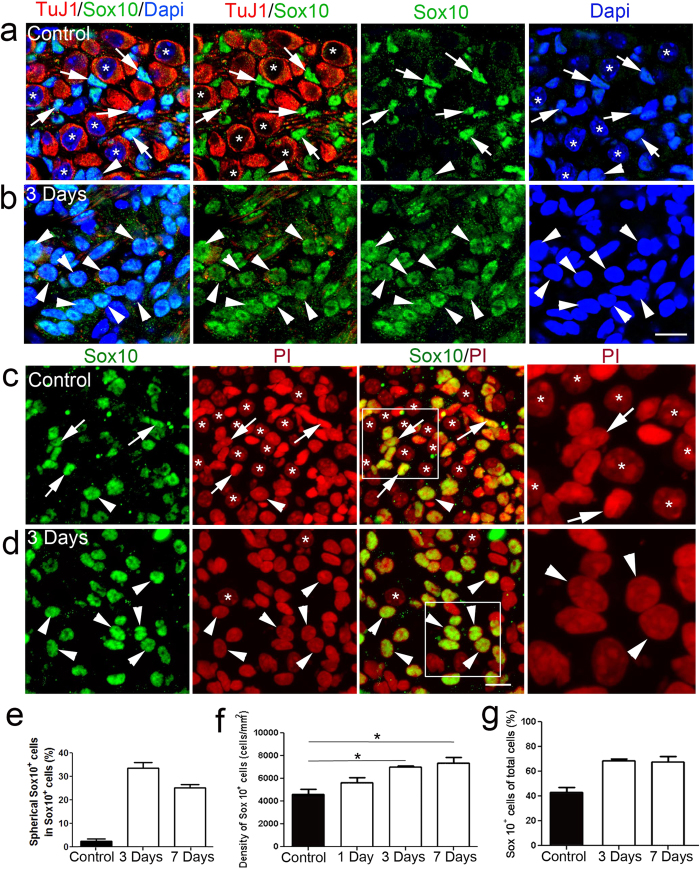
Cellular changes of Sox10^+^ glial cells in the injured auditory nerve. (**a**–**d**) Acute auditory nerve injury induces an increase in Sox10^+^ glial cells (green) with rounded nuclei. Spiral ganglion neurons were labeled with β Tubulin III (TuJ1, red; (**a**,**b**)). Nuclei were counterstained with Dapi (blue; (**a**,**b**)) and with propidium iodide (PI, red; (**c**,**d**)). Asterisks indicate Sox10^−^ neurons with a spherical nucleus. In the spiral ganglion of a control adult mouse, a large portion of Sox10^+^ glial nuclei (arrows) had a typical elongated spindle shape. Few Sox10^+^ cells had a spherical nucleus (arrowhead). In contrast, in the injured spiral ganglion of mice 3 days after ouabain exposure, most Sox10^+^ glial nuclei (arrowheads) had a spherical shape (**b,d**). The right panels in (**c**,**d**) are the enlarged images of boxed areas in the composite panels. (**e**) Quantitative analysis of spherical Sox10^+^ cells in control (n = 4), and 3 (n = 10) and 7 (n = 6) days after ouabain exposure. The spherical cells were identified as having nuclei with a long dimension/short dimension ratio of less than 1.5. (**f**) Injured auditory nerves show a significant increase in Sox10^+^ cells at 3 and 7 days after ouabain exposure. Mean density of Sox10^+^ cells ± S.E.M was obtained from control mice (n = 13) and treated mice at 1 (n = 5), 3 (n = 4) and 7 (n = 5) days after ouabain exposure. Asterisks indicate statistically significant differences between control and treated groups (ANOVA, *p* < 0.05). (**g**) Percenta**g**es of Sox10^+^ cells in the control and injured auditory nerves. Scale bars, 10 μm in (**b**) (applies to (**a**,**b**)); 10 μm in (**d**) (applies to the three left panels in (**c**,**d**)).

**Figure 2:**
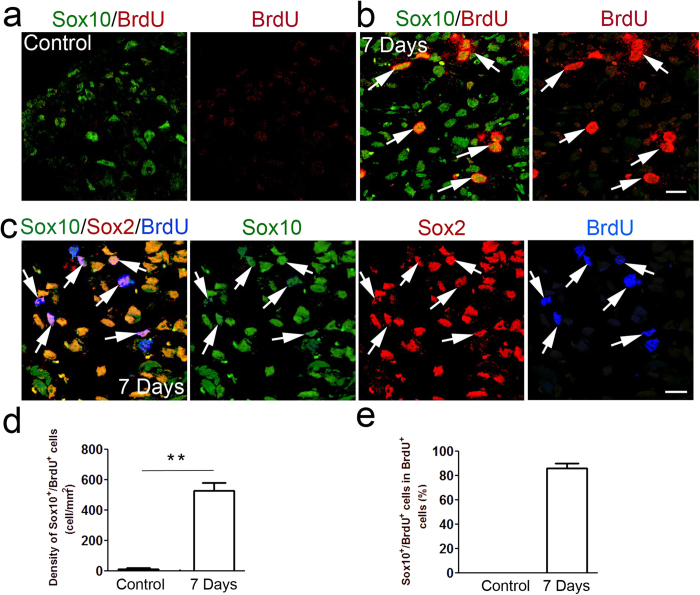
Increased proliferative Sox10^+^ glial cells in the injured auditory nerve. (**a**–**e**) A significant increase in BrdU^+^/Sox10^+^ cells (arrows) was seen 7 days after ouabain exposure. 6/8 BrdU^+^/Sox10^+^ cells in (**c**) also expressed the Sox2 transcription factor (arrows). Mean density of BrdU^+^/Sox10^+^ cells ± S.E.M was obtained from control mice (n = 4) and treated mice at 7 days (n = 6) after ouabain exposure. The percentage of BrdU^+^/Sox10^+^ cells in total BrdU^+^ cells at 7 days after ouabain exposure was plotted in (**e**). Scale bars, 10 μm in (**a**) (applies to (**a**,**c**)); 10 μm in (**c**).

**Figure 3:**
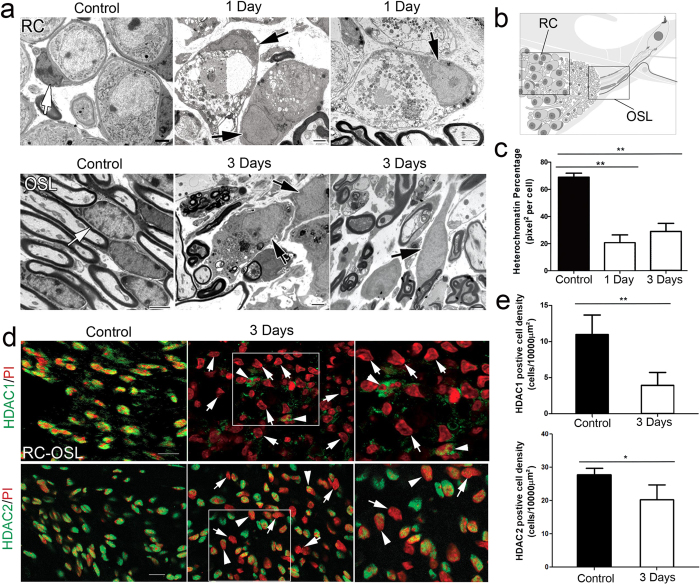
Changes of euchromatin/heterochromatin ratios and evidence of histone deacetylation in the glial cells of the injured auditory nerve. (**a**) Alterations of nuclear ultrastructure in glial cells within Rosenthal’s canal (RC) and the osseous spiral lamina (OSL). In the control ears, glial cells (white arrows), which wrap around the perikarya of type I neurons and their processes, had nuclei with prominent electron-dense heterochromatin (patches of dark coloration). 1–3 days after ouabain exposure, glial cell nuclei exhibit less heterochromatin but more of the lightly colored euchromatin (black arrows). (**b**) A schematic diagram showing the area of the OSL and RC in the peripheral mouse auditory nerve. (**c**) Quantitative analysis of nuclear subdomains showed a significant decrease of heterochromatin percentage in the glial cell nuclei of injured auditory nerves (n = 6 per group) as compared to controls (n = 11 per group; Student’s unpaired t-test; *p < 0.05; **p < 0.01). (**d**) Injured auditory nerves showed a decline in HDAC 1 (top row) and HDAC2 (bottom row) immunoreactivity. The majority of glial cells in control auditory nerve were positive for HDACs (green), whereas numerous glial cells within an injured auditory nerve were negative for HDAC (arrows) or showed a reduced level of HDAC (arrow heads) in the cytoplasm. Right panels show the enlarged images of the boxed areas. (**e**) Quantitative analysis of HDAC expr**e**ssed cells were conducted at 3 days after ouabain exposure (n = 3–4 per group; Student’s unpaired t-test; *p < 0.05). Note that that glial cells showed only a modest reduction in the amount of HDAC2^+^ cells but a larger reduction in HDAC1^+^ cells after ouabain exposure for 3 days. Scale bars, 2 μm in (**a**); 10 μm in (**d**).

**Figure 4:**
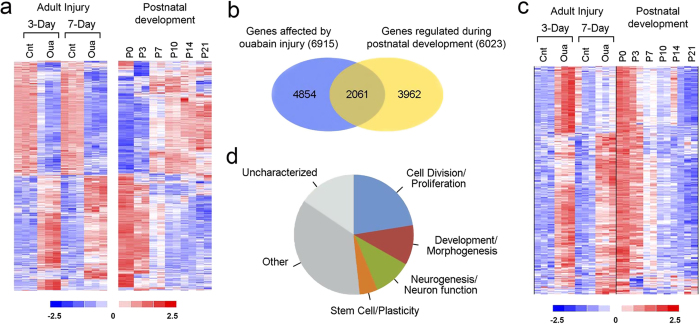
Gene expression profiles in injure**d** auditory nerve recapitulate aspects of auditory nerve postnatal development. (**a**) Expression profiles of genes differentially expressed in adult auditory nerves at 3 days and 7 days after ouabain injury was shown in the left panel. 6915 genes were identified by the criteria of fold changes >1.5 and *p* < 0.05 (Student’s unpaired t-test) at either 3 days or 7 days after ouabain exposure. Expression profiles of genes differentially expressed in postnatal auditory nerves are present in the right panel. 6023 genes were identified as significantly different by the criteria of fold changes >1.5 and *p* < 0.05 (Student’s paired t-test) at either P3, P7 or P10 compared to P0. Colorimetric scaling (Z-standardization) is indicated at the bottom. (**b**) A Venn diagram showed that many of the genes differentially expressed following ouabain exposure are also differentially expressed during postnatal development (2061 of 6915). (**c**) A heat map displayed expression profiles of 636 genes that were up-regulated in adult auditory nerves by injury and also highly expressed at the onset of auditory nerve development (P0) but down-regulated during postnatal development. (**d**) Functional categorization of the 636 genes depicted in panel (**c**).

**Figure 5:**
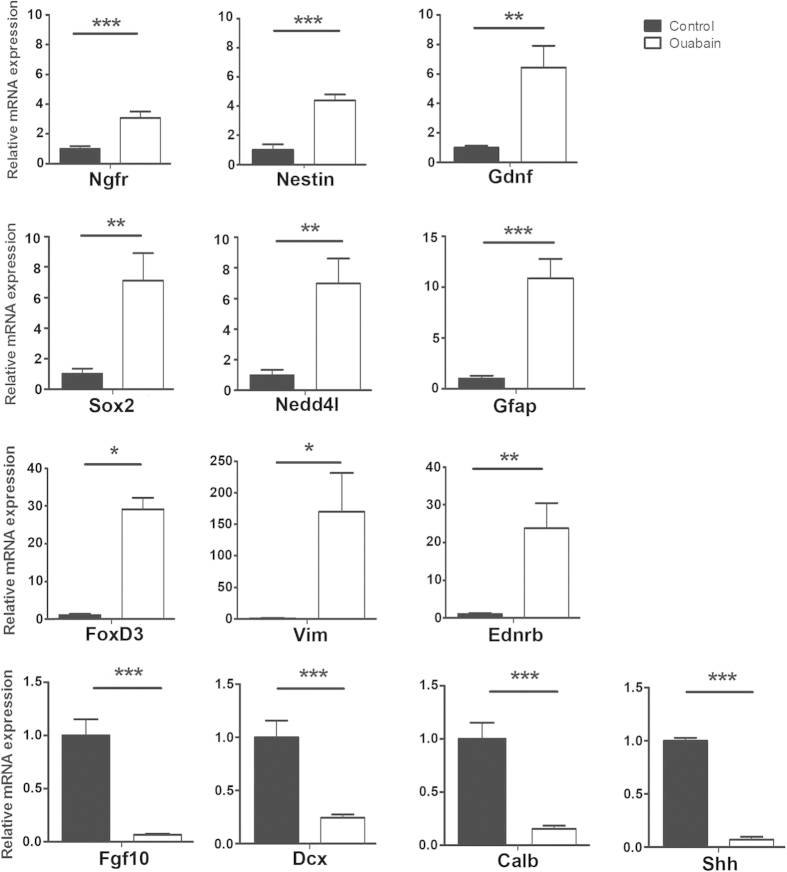
Validation of differential gene expression in ouabain-injured auditory nerve. Quantitative RT-PCR analysis of injured auditory nerves 3 days after ouabain exposure validated differential expression of 13 genes identified by microarray experimentation. 18s was used as internal control. Data are presented as fold change relative to controls ± standard error (n = 3 assays per group; 2 auditory nerves per assay). Student’s paired t-test; a value of *p* < 0.05 (*) was considered to be statistically significant. **p < 0.01; ***p < 0.001.

**Figure 6:**
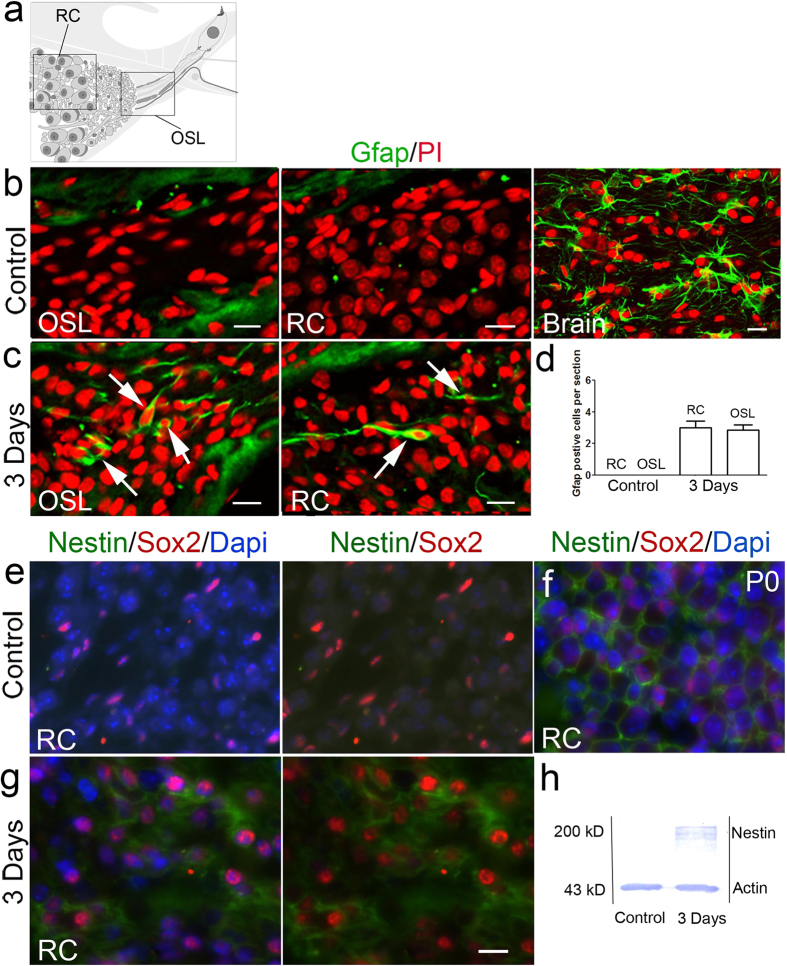
Gfap^+^ glial cells appear in the peripheral portion of mouse injured auditory nerves. (**a**) A schematic diagram depicts the OSL and RC regions in the peripheral mouse auditory nerve. (**b**) No Gfap^+^ cells were seen in the auditory nerve periphery in RC and OSL of normal adult mice. Detection of Gfap^+^ oligodendrocytes present in the brain of the same mouse was performed as a positive control. Gfap^+^ oligodendrocytes were also present in the adult mouse brain. (**c**,**d**) Gfap^+^ glial cells (arrows, green) were present in the auditory nerve periphery in RC and OSL 3 days after ouabain treatment. Gfap^+^ cells were counted in sections of the OSL (n = 7) and RC (n = 5) for controls and ouabain exposed samples. (**e**) No Nestin immunoreactivity was detected in the auditory nerve of a normal adult mouse. (**f**) Cytoplasmic Nestin (green) immunoreactivity was detected in the auditory nerve of a P0 mouse. (**g**) Nestin immunoreactivity was present in the cytoplasm of Sox2^+^ glial cells in the auditory nerve 3 days after ouabain exposure. (**h**) Western blot analysis detected an increase in Nestin protein (200 kD) in auditory nerves (n = 6) 3 day after ouabain exposure. β-actin blotting was used to verify equal protein loading. Scale bars, 10 μm in (**b**,**c**); 10 μm in (**g**) (applies to (**e**–**g**)).

**Figure 7:**
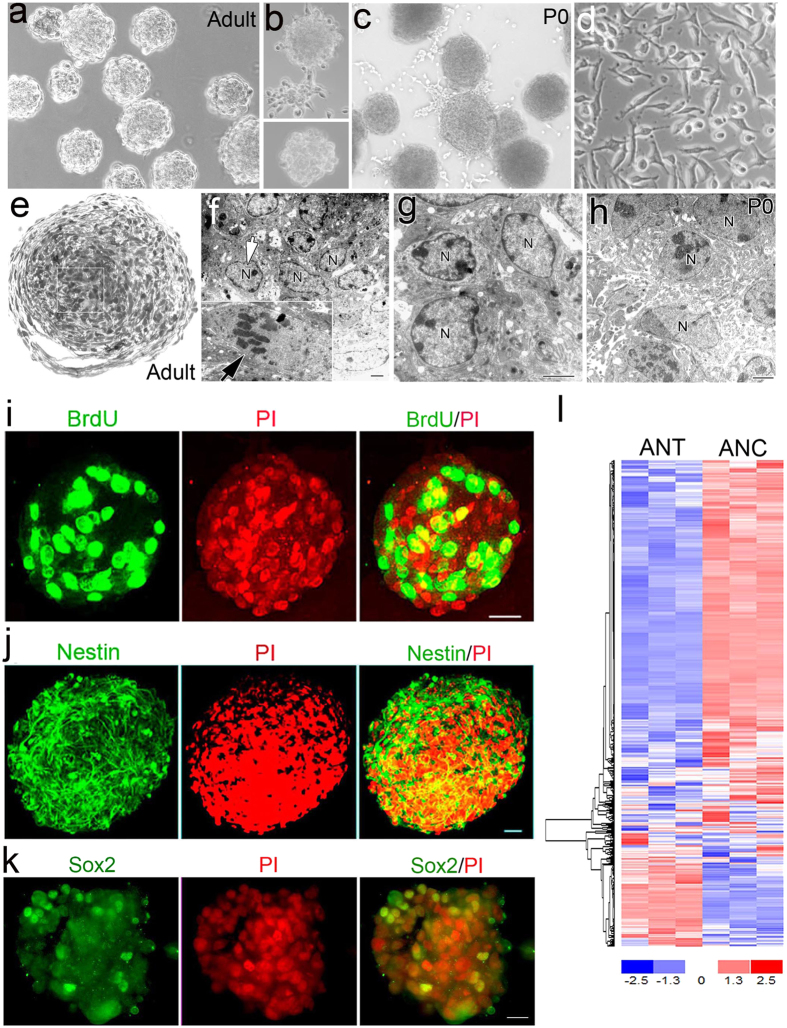
Neurospheres can be produced from adult auditory nerve cells and exhibit molecular characteristics of neural st**e**m/progenitor cells. (**a**) A DIC image showing typical morphology of neurospheres generated after 12 days in culture with NeuroCult^TM^ NSC proliferation supplement. (**b**) Second-passage neurospheres (upper panel) and third-passage neurospheres (lower panel) were morphologically similar to primary spheres. (**c**) Neurospheres generated from the auditory nerves of a newborn mouse. (**d**) Fibroblast cultures (L cell, ATCC^@^ CRL-2648^TM^) did not generate neurospheres. (**e**) Micrograph showing a cross-section of a neurosphere generated from adult mouse auditory nerve. The resin-embedded, semi-thin section was stained with toluidine blue. (**f**,**g**) Ultrastructural characterization of neurospheres from adult auditory nerves showing a diverse population of cells in varyin**g** states of differentiation. Images were taken from the boxed area of the neurosphere shown in (**e**). A mitotic nucleus is shown in an inset panel at the left bottom of (**f**). The majority of cells showing a high nucleus (N) to cytoplasm ratio. (**h**) Ultrastructural features of a neurosphere section from the auditory nerve of a P0 CBA mouse. (**i**,**j**) A majority of neurosphere-derived cells were positive for BrdU and Nestin. Nuclei were counterstained with PI. (**k**) A cross section of a single neurosphere showing that cells express Sox2, another NSC marker. Scale bars, 30 μm in (**a**–**c**). (**l**) Adult stemness genes were regulated and predominantly activated in auditory nerve-derived neurosphere cultures (ANC) compared to adult auditory nerve tissue (ANT). Significant difference was defined as *p* < 0.05, Student’s unpaired t-test. Scale bars, 2 μm in (**f**–**h**); 25 μm in (**j**,**k**).

**Figure 8:**
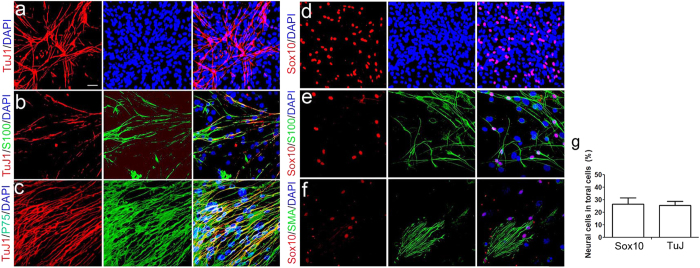
Neurosphere cells propagated under a neural differentiation condition are positive for neuronal and glial cell markers. (**a**–**f**) After 14 days of culture prepared from adult auditory nerves with NeuroCult^TM^ neural differentiation supplement, neurosphere cells express the neuronal marker, TuJ1, and several glial cell markers, including Sox10, P75, and S100. A small number of sphere-derived cells express SMA, a marker of myofibroblasts. (**g**) Quantitative analysis of Sox10^+^ (n = 6 individual cultures) and TuJ1^+^ cells (n = 8 individual cultures) in neurosphere cells prepared from adult auditory nerves. Scale bar, 45 μm in (**a**–**f**).

**Figure 9:**
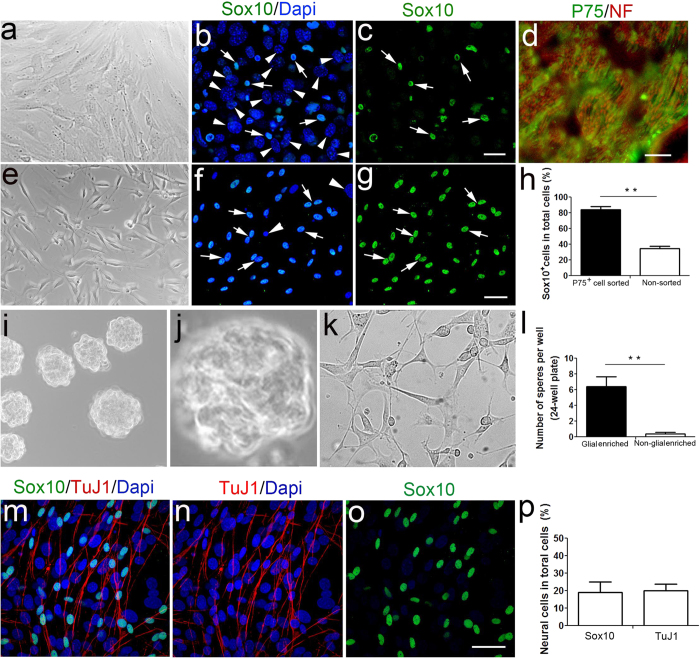
Neurospheres can be produced from glial cells isolated from adult auditory nerve. (**a**–**g**) Glial cell enrichment using immunomagnetic sorting with a glial cell surface maker P75. After cell sorting, a majority of the cells were identified as glial cells by their spindle-shaped morphology in differential interference contrast (DIC) view (**e**) and positive staining with Sox10 antibody (arrows) (**g**), whereas only a small portion of cells displayed the glial morphological characteristics (**a**) and stained positively with Sox10 antibody in non-sorted cell preparations (**c**). P75 immmunoreactivity (green) appeared on the surface of Schwann cells in the peripheral auditory nerve (**d**). Auditory nerve axons were labeled with neurofilament (NF, red) and cell nuclei were counterstained with Dapi (blue). White arrowheads indicate Sox10^−^ cells with large oval-shaped nuclei. (**i,j**) Neurospheres generated from glial enriched fractions. Image in (**j**) showed an enlarged view of a neurosphere. (**k**) A majority of the cells from the non-glial enriched fraction were attached the bottom of the culture dish and failed to generate neurosphere. (**l**) Comparison of the neurosphere formation capability between the glial enriched and non-glial enriched fractions. Mean number of neurospheres ± S.E.M was obtained from glial enriched fractions (n = 12) and non-glial enriched fractions (n = 4). Asterisks indicate statistically significant differences between the two groups (Student’s unpaired t-test, *p* < 0.05). (**m**–**p**) Neurosphere cells generated from glial enriched fractions stained positively with TuJ1 (red) and Sox10 (green) under neural differentiation conditions. Percentages of Sox10^+^ and TuJ1^+^ cells were tabulated from 4 individual cultures with glial enriched cell populations prepared from adult mouse auditory nerves. Scale bars, 25 μm in (**c**,**d**,**g**,**o**).

**Figure 10:**
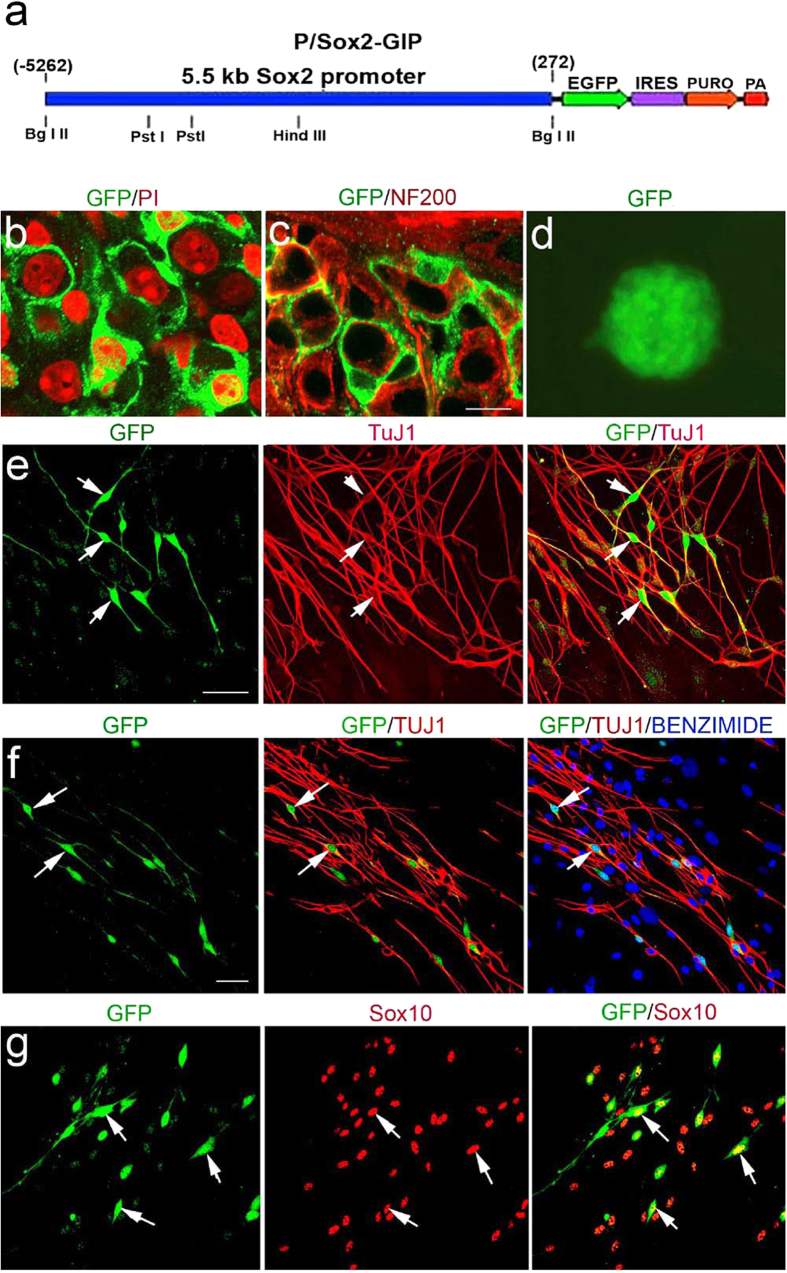
Sox2-expressing glial cells in adult auditory nerves have the properties of neural stem/progenitor cells. (**a**) Schematic structure of the Sox2-eGFP transgene. (**b**,**c**) Glial cells expressed GFP signifying Sox2 expression (arrows). PI^+^ neuron nuclei ((**b**), red) or NF200^+^ neuronal cell bodies ((**c**), red) were surrounded by GFP^+^ glial cells (green). (**d**) A large proportion of neurosphere cells expressed GFP (green). (**e**–**g**) Neurospheres propagated under neural differentiation regimen express neuronal and glial cell markers. Scale bars, 10 μm in (**b**,**c**); 45 μm in (**e**); 45 μm in (**f**,**g**).

**Figure 11:**
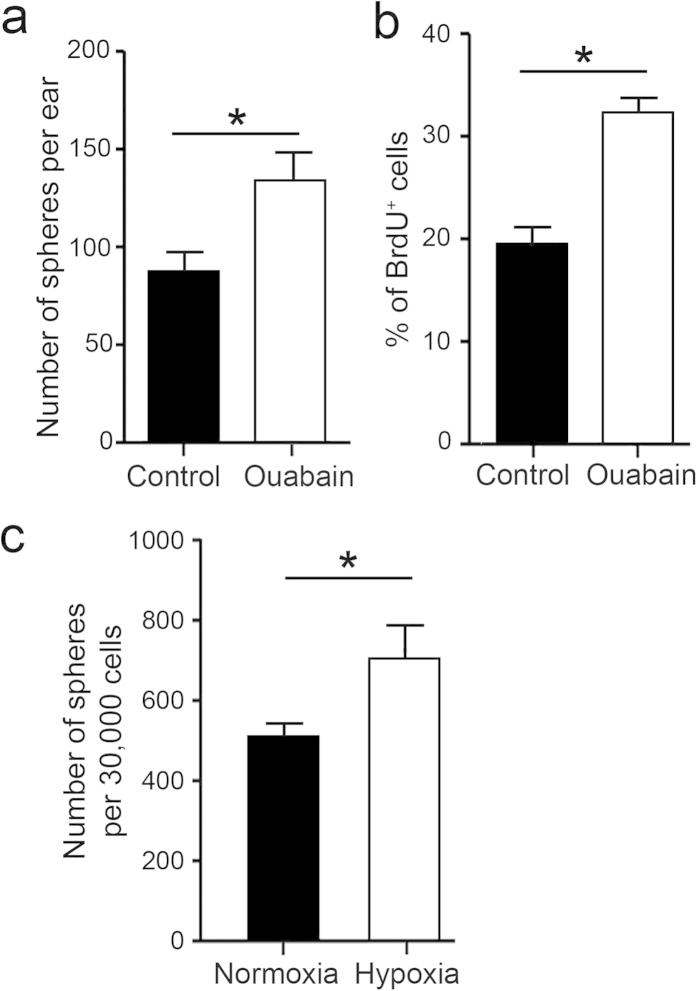
Acute injury (ouabain) and hypoxia enhance the formation of neurospheres from adult auditory nerves. (**a**) Ouabain exposure significantly increased the numbers of primary cochlear neurospheres generated from adult auditory nerves (n = 33 individual preparations for both ouabain-treated auditory nerves and the controls; *p < 0.05, Student’s unpaired t-test). (**b**) Ouabain exposure significantly increased the number of BrdU^+^ cells in neurospheres generated from adult auditory nerves (n = 25 for ouabain-treated nerves and n = 10 for the controls; *p < 0.05, Student’s unpaired t-test). (**c**) Hypoxia significantly enhanced neurosphere formation from adult auditory nerves (n = 3 per group; *p < 0.05, Student’s unpaired t-test).

**Table 1:** Transcriptional response elements implicated in the mouse auditory nerve as regulating induction following injury and down-regulation during postnatal maturation.

**Transcriptional response element (TRE)**^1^	**Z-score**^2^	**Target gene hits (of 329 analyzed)**^3^
SP1	21.6	233
Klf4	20.7	240
MZF1_5–13	17.0	226
MZF1_1–4	11.5	270
Foxd3	10.5	160
NR2F1	10.3	63
Nobox	10.2	208
Sox5	10.0	201
Egr1	9.1	115
Pax4	8.9	3

^1^Significant TREs were calculated using the oPOSSUM tool^72^,^73^ configured to analyze promoter sequences extending from 2000 base pairs upstream to 2000 base pairs downstream of gene transcription start sites.

^2^Z-score is a measure of enrichment of the TRE among the analyzed group compared to a pre-computed background set.

^3^398 genes were chosen for analysis based on microarray expression patterns in mouse adult auditory nerve of 1) up-regulation at both 3 days and 7 days after ouabain exposure, and 2) high expression at P0, but down-regulation during postnatal maturation. 329 genes remained after excluding redundant and unknown genes.

# Supplementary material for: Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve
**Source:** Sci Rep. 2015 Aug 26;5:13383. doi: 10.1038/srep13383
**Supplement:** Supplementary Information

## Supplementary Information

### Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve

*Author names and affiliations:* Hainan Lang<sup>1</sup>, Yazhi Xing<sup>1</sup>, LaShardai N Brown<sup>1</sup>, Devadoss J Samuvel<sup>1</sup>, Clarisse H Panganiban<sup>1</sup>, Sundaravadivel Balasubramanian<sup>3</sup>, Luke T Havens<sup>1</sup>, Michael Wegner<sup>4</sup>, Edward L Krug<sup>2</sup>, Jeremy L Barth<sup>2</sup>

<sup>1</sup>Department of Pathology and Laboratory Medicine, Medical University of South Carolina, Charleston, South Carolina 29425, United States; <sup>2</sup>Department of Regenerative Medicine and Cell Biology, Medical University of South Carolina, Charleston, South Carolina 29425, United States; <sup>3</sup>Department of Radiation Oncology, Medical University of South Carolina, Charleston, South Carolina 29425, United States; <sup>4</sup>Institute of Biochemistry, Friedrich-Alexander-University Erlangen-Nürnberg, Erlangen 91054, Germany

**Supplementary Figure 1:** A heatmap of the 636 genes that were associated with ouabain injury and early auditory nerve development. Expression is also shown for early vestibular ganglion (VG) development based on microarray data from a previous report <sup>16</sup>. A large portion of the 636 genes showed elevated expression in VG at embryonic day 16 and P0.

**Supplementary Figure 2:** Sox2-dependent genes are differentially expressed in the injured auditory nerve 3 days after ouabain exposure. Sox2-dependent genes were identified in NSCs by independent microarray and chromatin immunoprecipitation-ChIP assays <sup>43</sup>. 242 of 418 are established Sox2-activated genes).

**Supplementary Figure 3:** Differential expression analysis of Notch signaling associated genes in 1) the injured adult auditory nerve 7 days after ouabain exposure versus controls; and 2) adult auditory nerve cell culture (with a standard tissue culture protocol with serum) (ACC) versus adult auditory nerve-derived neurosphere cultures (ANC). Significant difference is defined as  $p < 0.05$ , student's unpaired t-test (n=3 per group).

**Supplementary Table 1:** 6915 genes are differentially expressed between controls and ouabain treatment at either 3 days or 7 days after ouabain exposure.

\*Note that **Supplementary Table 1** is a larger supplementary dataset and is submitted separately in .xls format.

**Supplementary Table 2:** 6023 genes are differentially expressed in the auditory nerve during postnatal development.

\*Note that **Supplementary Table 2** is a larger supplementary dataset and is submitted separately in .xls format.

**Supplementary Table 3:** 636 genes showed significant up-regulation in adult auditory nerve by ouabain injury and also down-regulation with age in postnatal developing nerve.

\*Note that **Supplementary Table 3** is a larger supplementary dataset and is submitted separately in .xls format.

**Supplementary Table 4:** 636 genes showed significant up-regulation in adult auditory nerve by acute injury and down-regulation with age in postnatal developing nerve also showed a similar expression pattern in developmental VG tissues based on a previous study <sup>16</sup>.

\*Note that **Supplementary Table 4** is a larger supplementary dataset and is submitted separately in .xls format.

**Supplementary Table 5:** Differential expression analysis of stemness genes in adult auditory nerve tissue (ANT) versus adult auditory nerve-derived neurosphere cultures (ANC). Significant difference is defined as  $p < 0.05$ , student's unpaired t-test.

\*Note that **Supplementary Table 5** is a larger supplementary dataset and is submitted separately in .xls format.

**Supplementary Table 6:** Characterization of antibodies used in the immunohistochemical study.

Supplementary Figure 1

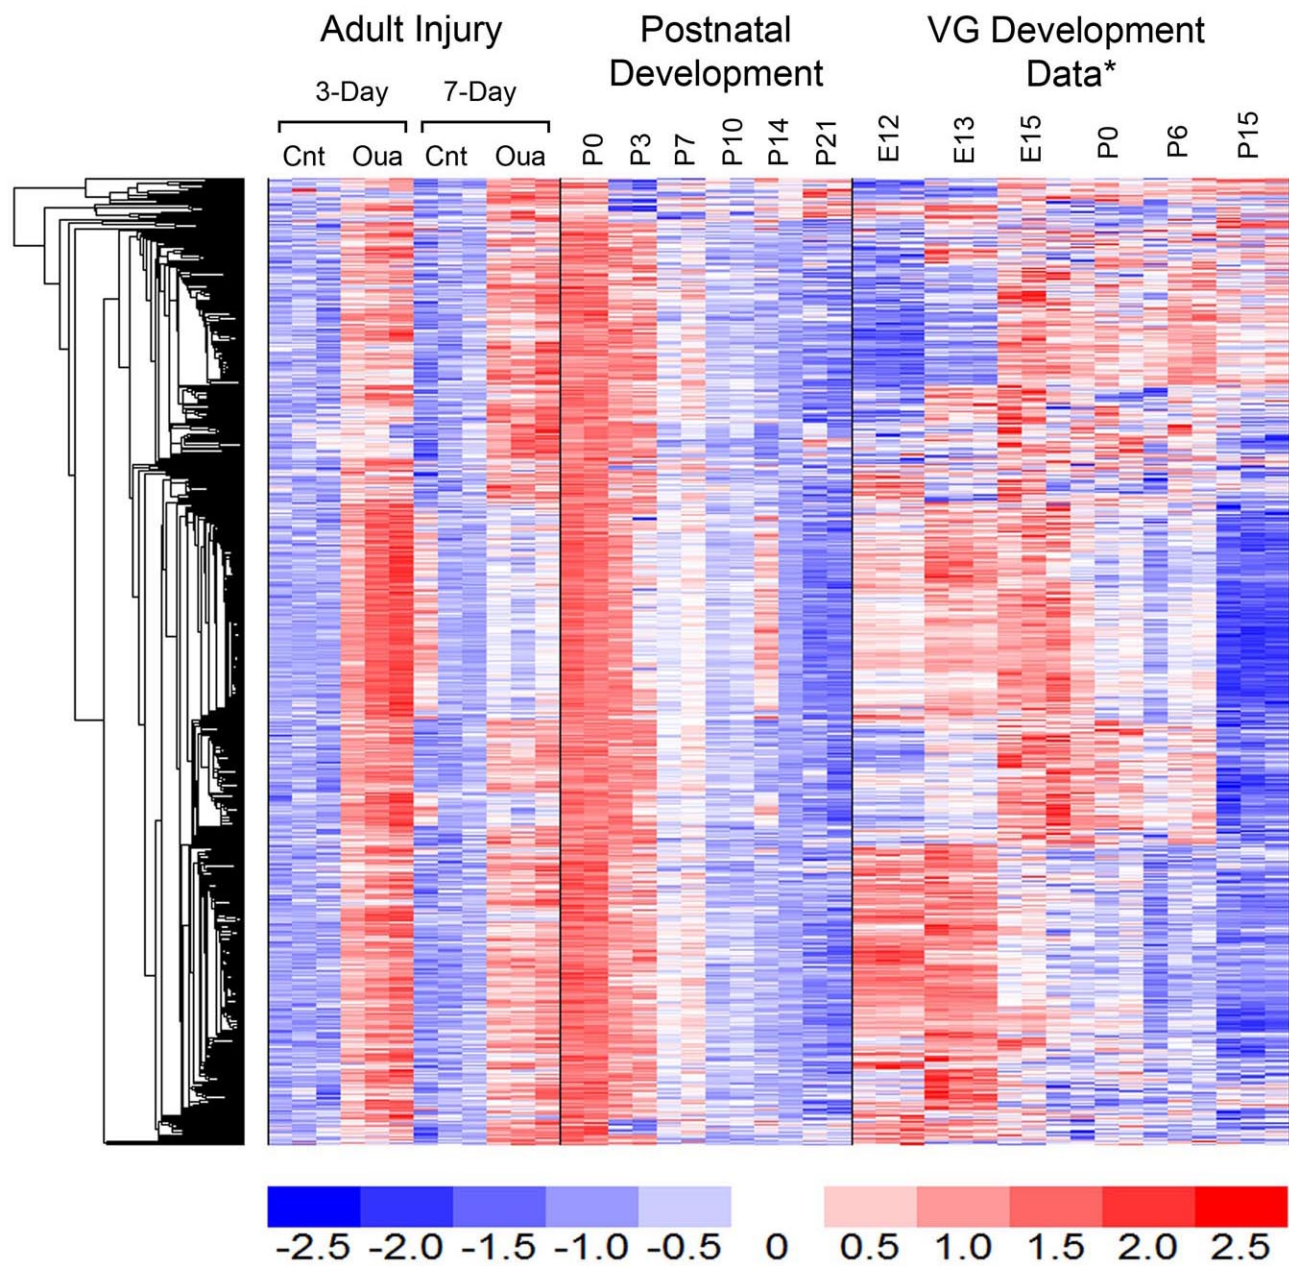

Supplementary Figure 2

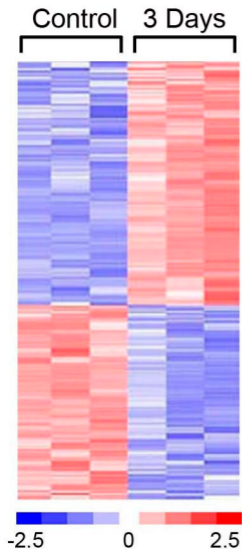

Sox2 dependent genes  
(418)

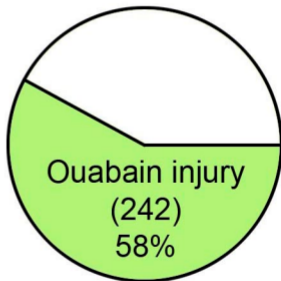

# Supplementay Figure 3

**a**

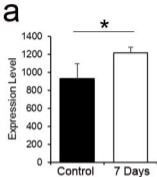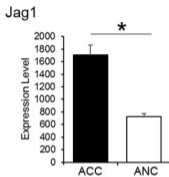

**b**

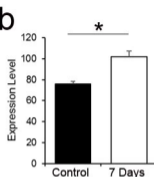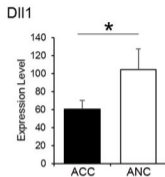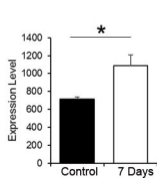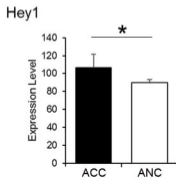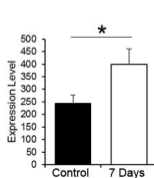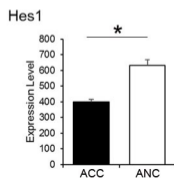

Supplementary Table 6. Characterization of antibodies used in the immunohistochemical and cell sorting assay.

| <b>Antibody</b>     | <b>Immunogen</b>                                                                                                           | <b>Species</b> | <b>Catalog No</b> | <b>Supplier</b>  | <b>Dilution</b> |
|---------------------|----------------------------------------------------------------------------------------------------------------------------|----------------|-------------------|------------------|-----------------|
| BrdU                | Antibody raised against BrdU incorporated into DNA or coupled to a protein carrier                                         | Mouse          | B2531             | Sigma            | 1: 500          |
| GFP                 | Antibody raised against rabbit IgG fraction.                                                                               | Rabbit         | A11122            | Molecular probes | 1: 100          |
| GFAP                | Purified GFAP from porcine spinal cord                                                                                     | Mouse          | MAB360            | Chemicon         | 1: 300          |
| Fibroblast          | Murine thymic reticulum                                                                                                    | Rat            | BM4018            | Acris            | 1: 400          |
| $\beta$ Tubulin III | Synthetic peptide corresponding to the carboxyl-terminal sequence of human $\beta$ -tubulin isotype III conjugated to BSA. | Mouse          | T8660             | Sigma            | 1: 300          |
| S100 $\beta$        | Antibody raised against purified bovine brain S100 $\beta$                                                                 | Mouse          | S2532             | Sigma            | 1: 350          |
| $\beta$ Tubulin III | Antibody raised against the microtubules from rat brain.                                                                   | Rabbit         | MRB-435P          | Covance          | 1: 300          |
| Sox2                | Antibody raised against a peptide mapping near the C-terminus of human Sox2                                                | Goat           | sc-17320          | Santa Cruz       | 1: 100          |
| Sox10               | Antibody raised against a peptide mapping at the N-terminus of human Sox-10                                                | Goat           | sc-17342          | Santa Cruz       | 1: 300          |

|                              |                                                                                                                                        |            |           |                        |       |
|------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|------------|-----------|------------------------|-------|
| Sox10                        | Polyclonal antibody raised against a purified bacterially expressed protein consisting of amino acids 181-233 and 308-400 of rat Sox10 | Guinea pig |           | A gift from Dr. Wegner | 1:500 |
| Nestin                       | Antibody purified from embryonic rat spinal cord.                                                                                      | Mouse      | MAB353    | Millipore              | 1:250 |
| NGF receptor P75             | GST-tagged NGF receptor P75 corresponding to the cell membrane.                                                                        | Rabbit     | AB1554    | Millipore              | 1:10  |
| $\alpha$ smooth muscle actin | N-terminal synthetic decapeptide of $\alpha$ -smooth muscle actin.                                                                     | Mouse      | A2547     | Sigma                  | 1:400 |
| HDAC1                        | A synthetic peptide from C-terminal of human HDAC1 protein.                                                                            | Rabbit     | AP15592PU | Acris                  | 1:500 |
| HDAC2                        | Synthetic peptide derived from the C-terminal region of mouse HDAC2                                                                    | Rabbit     | 51-5100   | Invitrogen             | 1:250 |
| Neurofilament, Heavy         | Purified bovine NF-H                                                                                                                   | Chicken    | AB5539    | Millipore              | 1:200 |
| Thy-1.2                      | EL-4 cells                                                                                                                             | Rat        | MCA1474   | AbD Serotec            | 1:10  |

How the deposited data were processed for this re-analysis (not part of the article)

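Auditory nerve tissue of adult CBA/CaJ mice was compared between ears that received ouabain (right) and untreated ears (left) at 3 and 7 days, with 3 Affymetrix mouse arrays in each of the 4 groups. Each array holds RNA pooled from 2 modiolus preparations, and the animals in each pool are not named. The paper gives an RNA input of 50 ng and the sample labels give 100 ng. The authors made the expression values with the Affymetrix Expression Console by RMA (background correction, quantile normalization and summary of probe sets), and detection calls by MAS5, with no version given for these tools. The deposited values are log2 expression values of the authors, 1 per probe set and array, and were used without further normalization. No column of the value table lacked a sample. Between 50.1% and 51.2% of probe sets on an array stood above a log2 value of 6. The replicate number, 3 per group, limits the precision, and the standard error is given beside each fold change. The arrays of postnatal nerves and of neurospheres are not analysed here.

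Of 45101 probe sets, 64 control probe sets were left out. Gene symbols came from the probe annotation, where 932 probe sets carry several symbols and 9160 carry none, and 34741 of the symbols were matched to the reference gene table through Entrez identifiers. The probe sets with several symbols or none entered the test of all probe sets but stand for no gene. Where a gene has more than 1 probe set, the one with the highest mean over all arrays was used, and disagreement between probe sets is stated at the gene.

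The 4 group means were fitted with limma 3.58.1 in R 4.3.3 with empirical Bayes moderation, and annotation and figures were made with Python 3.11.15. The comparisons were ouabain-treated against control at 3 days and at 7 days, the difference between these responses, and 7-day against 3-day controls. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets and a fold change above 1.5. The paper's methods state an unpaired test at p under 0.05 and a fold change above 1.5 in dChip, with an estimate of the false discovery rate, and do not name whether variances were taken as equal. The genes named are those the paper names, the 10 genes with the largest changes each way at each day among called genes without overlap between the groups, up to 4 called members of each gene list or 2 where none was called, and the 5 largest day differences each way, and values of Supplementary Tables 1 and 3 were in view when this rule was written. Other genes are marked as chosen after their values were seen.

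The 28 gene lists cover spiral ganglion neurons, myelin and mature Schwann cells, immature and repair Schwann cells, neural stem and progenitor cells, the cell cycle, macrophages, neutrophils, erythroid cells, B cells, T cells, hair cells, supporting cells, the lateral wall, osteoblasts, osteoclasts, fibroblasts and matrix, endothelium, central nervous system glia, histone deacetylases, the Notch pathway, interferon response, acute inflammation, cholesterol synthesis, hypoxia, sodium potassium ATPase subunits, neurotrophic factors and receptors, the qRT-PCR genes of the paper and the qRT-PCR reagents without a reported result. They were tested with camera, with adjustment over the 28 lists of a comparison. Listed genes without a probe set of exactly 1 symbol were not used and are not reported here. The 636 probe sets of Supplementary Table 3 were counted both without control replicate 3 at 3 days, which the control means printed there leave out, and on all 12 arrays.

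The alternatives were the methods' test with equal or unequal variances and with adjusted or unadjusted p, a fit on the 6 arrays of a day, a block for equal replicate numbers, no fold threshold, a fold above 2, only the 24037 probe sets above a log2 value of 6 in at least 3 arrays, a second quantile normalization, subtraction of the 75th percentile, a mean-variance trend with robust moderation, array weights, each array left out in turn, an estimated inter-gene correlation, the fry test, the mean over the probe sets of a gene, and, added after the data were seen, the equal-variance form with adjusted p and a fit without 2 arrays that stand apart. The sample codes of control (left ear) and ouabain-treated (right ear) arrays share the same numbers at each day. The replicate numbers were still not taken as pairs, since neither the paper nor the labels state that equal numbers mark the same animals. On simulated data of the same size with 45037 probe sets, the procedure found 78% of changes of 0.81 and 92% of changes of 1 on the log2 scale at 3 days, and 74% and 84% at 7 days, with 5 and 3 false calls among 44837 unchanged probe sets. The endothelial list, the only 1 raised, by 0.5 on the log2 scale, passed in simulated data at both days, and none of the 27 other lists did. With 1 raised list this cannot give the error rate of the list test on the real arrays, where the list calls at 3 and 7 days ended with an estimated correlation.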

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

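In the tests of bone marrow at 3 days and of neuronal RNA loss, 1 criterion each was chosen only after the values per array were seen, as were the lists counted as without an array result in the paper and the alternative without both arrays that stand apart, and the splits of arrays were planned after the real counts were seen.

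Cell cycle genes rose at 3 days and did not pass at 7 days, where without control replicate 1 of that day they passed as higher (median 0.44, adjusted p = 0.00443, with alternatives up to 0.992), and the difference between the days passed the list test of limma (median −1.86, adjusted p = 4.4e-22, with adjusted p = 0.36 with an estimated correlation and at most 1.7e-18 over the other alternatives), with 4 of 29 members at a smaller value at 7 days, or 25 when adjusted over the list alone. In control replicate 1 at 7 days the cell cycle genes stood 1.08 above the other 5 controls (28 of 29 members). Neutrophil markers stood 1.24, erythroid markers 2.74 and B cell markers 0.46 above those controls. Mki67 was 9.98 in that array against a mean of 6.74, S100a8 13.14 against 12.23, Car1 8.90 against 5.48 and Ighm 10.67 against 8.11. The S100a8 difference, 0.911, was under the SD of the other 5 controls, 0.92. Of the neutrophil, erythroid and B cell markers, 11 of 11, 9 of 9 and 10 of 12 were higher in that array. Mpo (8.731), Elane (6.415) and Cd79a (5.607) stood under the highest of the other controls (9.739, 7.293 and 5.802). Ngp (11.715), Camp (11.221), Ltf (9.803), Vpreb1 (5.823) and Cd79b (5.593) stood above it (10.617, 10.287, 8.677, 4.629 and 4.981). The neutrophil medians of the other controls ranged from −1.958 to 0.736. Bone marrow cells in that preparation may be a source of the cell cycle excess. The smallest of the 3 marker excesses, 0.457, was however between the bounds set for and against this source. Hba-a1, an abundant erythroid transcript, was 3.89 against 3.87, both near the floor of the arrays, so this gene cannot decide the question. With the smallest excess between the bounds, the explanation stays open. For the rise at 3 days the tables argue against bone marrow cells, since the highest of the neutrophil, erythroid and B cell medians was 0.055 and the highest of them in a single ouabain-treated array was 0.353, against the bound of 0.456 set from the cell cycle median. Which cells of the ouabain-treated nerve carry the cell cycle transcripts was not tested and stays open.

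Lists of other cell types moved apart after ouabain, while neuronal genes were lower. The medians at 3 days were −0.52 for myelin (quartiles −0.68 and −0.07), −0.12 for endothelium (−0.20 and −0.04), 0.44 for fibroblasts and matrix (0.12 and 1.51) and 1.70 for macrophages (1.16 and 1.92), and at 7 days −1.24, 0.34, 0.95 and 1.71. The gap between the highest and the lowest of these medians was at least 2.216, with quartiles that do not meet, which argues against loss of neuronal RNA alone, since that would raise every other cell type alike. A change in cell numbers, in transcription per cell, or in both may underlie the macrophage and repair Schwann cell values, and these stay open as untested.

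The response differed between 7 and 3 days in 370 probe sets (76 with a larger value and 294 with a smaller value at 7 days) by a test of the difference itself. Of 100 drawn splits of the control and the ouabain-treated arrays between the days, 5 called as many, the real one included, and the highest of the others called 979. Most of the other splits called 0. The 2 treatments were split apart from each other and without regard to replicate numbers. A drawn split can therefore leave the ouabain-treated arrays at their own days and still hold a real day difference. For that reason the splits cannot decide whether chance gave this count. The count was 190 without ouabain-treated replicate 2 at 3 days, 219 without control replicate 1 at 3 days, 232 without ouabain-treated replicate 2 at 7 days, 237 without control replicate 3 at 3 days, 239 without ouabain-treated replicate 1 at 7 days and 650 without ouabain-treated replicate 1 at 3 days. The neuronal list also turned on single arrays, and it differed between the days by −1.12 without ouabain-treated replicate 1 at 7 days (adjusted p = 0.000115), by −1.11 without ouabain-treated replicate 2 at 3 days (0.00296) and by −0.93 without ouabain-treated replicate 3 at 3 days (0.0132), against −0.85 over all arrays (adjusted p = 0.0879 from limma), with alternatives from 0.000115 to 0.978. For the count of 370, chance and a response that changes with the day after ouabain both stay open.

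The difference between the days was also tested per gene. Among the 5 largest called increases from 3 to 7 days were those of Clca3a2 (5.82 on the log2 scale, standard error 0.24) and Clca3a1 (1.79, standard error 0.26), calcium-activated chloride channel regulators. Gcg, which encodes glucagon, had a day difference of 2.56 (standard error 0.26), Klk8, a serine protease, 2.21 (standard error 0.24), and Stc2, a secreted glycoprotein, 1.78 (standard error 0.23). Among the 5 largest called decreases were those of Hmga2 (−4.72 in the brightest of its 4 probe sets, standard error 0.34), Pbk (−3.44, standard error 0.44) and Gm16316 (−3.08, standard error 0.23). Ccl8, a chemokine, had −3.32 (adjusted p = 0.0222 from limma) and did not pass without control replicate 1 at 3 days (0.0522), ouabain-treated replicate 2 or 3 at 3 days (0.0705 and 0.0655) or ouabain-treated replicate 1 at 7 days (0.0603), with a lowest of 0.0114 over its alternatives. Dscc1, a replication factor, had −3.10 (adjusted p = 0.0148) and did not pass without ouabain-treated replicate 2 at 3 days (0.0528), with a lowest of 0.00596.

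Between the days the median of myelin genes differed by −0.49 (adjusted p = 1.32e-08 from limma's camera, 4 members lower, 7 adjusted over the list alone), that of Notch pathway genes by 0.25 (adjusted p = 0.000991), that of endothelial markers by 0.39 (adjusted p = 0.00073, 3 members higher over the list alone) and that of osteoblast markers by 0.61 (adjusted p = 0.00645). With an estimated correlation the adjusted p was 0.207, 0.325, 0.425 and 0.612, and the other alternatives gave at most 1.22e-06, 0.0066, 0.00838 and 0.0668. The osteoblast list did not pass without control replicate 1 at 3 days, the last of these values, nor with fry against no change (0.224), and with interferon genes the reverse held, at 0.00625 without control replicate 3 at 7 days, 0.016 without ouabain-treated replicate 3 at 3 days and 0.0423 without control replicate 3 at 3 days, against 0.166 over all arrays and a highest of 0.978. The paper's text gives no array result for the lists that follow as groups, and the control arrays of the day are the level they are measured from. The median of acute inflammation and complement genes was 1.19 at 3 days and 1.32 at 7 days. The median of central nervous system glia markers was 0.67 at 3 days and 0.53 at 7 days. The median of cholesterol synthesis genes was −0.64 at both days. The median of interferon and antigen presentation genes was 0.57 at 7 days.

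For the probe sets called at 3 days (5533), at 7 days (5699) and between the controls (5), the arrays allow 10 splits, too few for a share under 0.05. The real split was 1 of 10 in each, and the highest of the other splits called 0, 0 and 1 probe sets by limma.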

How the results depend on the processing

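Tests without both arrays that stand apart and with the equal-variance form at adjusted p were chosen only after the data were seen. The alternatives set beforehand were run for 28 lists in 3 comparisons and for the named genes. They gave the same direction and side of the threshold for 1879 values of lists and 4805 of genes. The call was lost by 48 and 232 and gained by 35 and 12. The fry test, which compares a list with no change, gave 2 of these list losses and 7 of the list gains. Direction turned in 1 and 1. Those were the cell cycle list at 7 days, 0.44 without control replicate 1 at 7 days (the same without both arrays), and Ntrk2 at 3 days, −0.53 as the mean over its probe sets. The cell cycle median at 7 days was −0.28 without control replicate 3 at 7 days. The probe sets called (5533 at 3 days, 5699 at 7 days, 7574 at either) became 562, 1851 and 2177 with the unequal-variance form of the methods' test at adjusted p, where each probe set has its own variance from 3 arrays, 10569, 11451 and 14869 with no fold threshold, and 2547, 2266 and 3089 with a fold above 2, and 3701 at 7 days with equal variances at adjusted p. Of the 636 probe sets the numbers higher at either day, 3 days, 7 days, both days, 3 days only and 7 days only (629, 466, 362, 199, 267, 163) became 135, 62, 91, 18, 44 and 73 with unequal variances at adjusted p. With a fold above 2 they became 296 at either day, 259, 104, 67 and, at 7 days only, 37. No fold threshold gave 321 at both days and 95 at 7 days only, equal variances at adjusted p gave 221 at 7 days, 113 at both and 108 at 7 days only, and without both arrays 107 were higher at 7 days only. The qRT-PCR genes called at 3 days fell from 13 to 4 and the calls of Sox2, Gfap, Nes, Vim and Foxd3 over both days from 10 to 6 with unequal variances at adjusted p. The day difference of 370 became 231 with a fold above 2. The difference between controls, 5, became 82 and 111 at unadjusted p with unequal and equal variances, 0 and 0 with those forms at adjusted p, 2 with a fold above 2, 12 with array weights and 1 without both arrays. An estimated correlation left 0 of 13 lists at 3 days and 0 of 14 at 7 days past limma's camera, and ended the call of the Notch list at 7 days (median 0.30). The fry test against no change passed 15 lists at 3 days and 18 at 7 days, and not central nervous system glia at 3 days (adjusted p = 0.0516). Leaving out each array in turn gave 4931 to 6160 at 3 days, 4933 to 6403 at 7 days and 7004 to 8250 at either. The 636 list then gave 584 to 628 at either day, 412 to 473, 313 to 365, 177 to 211 at both, 235 to 289 and 116 to 186. It gave 12 to 13 qRT-PCR genes, 10 calls of the 5 genes each time, 12 to 14 lists at 3 days, 12 to 15 at 7 days and a Notch median of 0.25 to 0.35. The day difference ranged from 190 without ouabain-treated replicate 2 at 3 days to 650 without ouabain-treated replicate 1 at 3 days, with 219 and 237 without control replicates 1 and 3 at 3 days and 239 and 232 without ouabain-treated replicates 1 and 2 at 7 days. The control difference was 9 without control replicate 3 at 7 days, 3 without control replicate 1 at 3 days and 0 without control replicate 2 or 3 at 3 days, control replicate 1 or 2 at 7 days, ouabain-treated replicate 2 at 3 days or ouabain-treated replicate 1 at 7 days. Apart from the fold thresholds and the smaller number of arrays, which act by construction, the cause was not tested. A block for equal replicate numbers, as a hint from the data, not the design, gave 5576, 5758 and 7644, and a day difference of 281 (same-number correlations of 0.019 to 0.334, with 10 of 12 arrays closest to their own number). The methods' test gave no value for the day difference, nor the fit on 6 arrays or the block for the controls. The arrays' number limits the precision.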

Differences from the paper's values

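No test compared here was chosen only after the result was seen, except the equal-variance form at adjusted p. The paper's number of genes with sustained up-regulation among the 636 is 398, and 199 probe sets were higher at both days here, while the paper's own Supplementary Table 3 marks 162 rows as filtered at both days, 224 only at 3 days, 190 only at 7 days and 60 at neither. The paper obtained its number by hierarchical clustering and states no threshold for it, while the count here takes a call at each day. Of the alternatives set before the data were examined, no fold threshold gave 321, within 1.5 times of the paper's number. The others did not, with 18 with unequal variances at adjusted p, 67 with a fold above 2, 181 and 195 with unequal and equal variances at unadjusted p, 197 without dim probe sets, 198 on the 6 arrays of a day, 200 with the replicate block, 200 with trend and robust moderation, 204 with array weights, 206 with quantile normalization again, 217 with the 75th percentile subtracted and 177 to 211 without each array in turn. The form with equal variances at adjusted p, chosen after the values were seen, gave 113.

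The paper's number of transiently up-regulated genes is 186, and 267 were higher at 3 days without a call at 7 days here. The paper's number of genes changed at either day is 6915, and 7574 probe sets passed here, where the unequal-variance form of the methods' test at unadjusted p gave 6915. The paper's list of 636 genes was taken as given and is no recount, since the postnatal arrays that define it are not analysed here, and 629 of its members were called at either day, or all 636 with the equal-variance form at unadjusted p and with the fit on the 6 arrays of a day.

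The paper states that the Notch ligands Dll1 and Jag1 were regulated at 7 days, by an unpaired test without a fold threshold. Here Dll1 had a log2 fold change of 0.43 (adjusted p = 0.0451 from limma) and passed with no fold threshold. Jag1 had 0.40 (adjusted p = 0.0515 from limma). Its value stayed under the fold threshold in every alternative, from 0.24 without control replicate 1 at 7 days to 0.50 without control replicate 3 at 7 days. Only the setting with no fold threshold could therefore call Jag1, and there the adjusted p was 0.0515. Over the alternatives the adjusted p of Jag1 lay on both sides of 0.05, from 0.0296 to 0.316. The methods' test at unadjusted p gave 0.0028 and 0.00103 for Dll1 and 0.12 and 0.0729 for Jag1, with unequal and equal variances. Hes1 and Hey1, which the paper also names, were called here with the paper's direction. The log2 values of the part of Supplementary Table 1 read here (1995 of the paper's 6915 genes) and the levels of Supplementary Fig. 3 match the values here.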

Other observations

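The tests of Hdac1 and Hdac2 were chosen only after their results were seen.

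Among the 10 largest increases at both days was Atf3, a transcription factor of injured cells, with log2 fold changes of 4.42 at 3 days and 4.48 at 7 days (standard error 0.12 for each, n = 3 arrays per group). Ccl8 had 5.83 (standard error 0.41), Saa1, an acute phase protein, 5.11 (standard error 0.21) and S100a4, a calcium-binding protein, 4.14 (standard error 0.09) at 3 days. Tmem158, a membrane protein, had 4.56 and 4.93 (standard error 0.14 for each), and Duoxa1, a maturation factor of dual oxidase, had 3.99 and 5.13 (standard error 0.21 for each). At 7 days Clca3a2 had 5.98 (standard error 0.17) and Gcg 5.54 (standard error 0.18). Resp18, a protein of neuroendocrine secretory granules, had −3.99 and −5.02 (standard error 0.45 for each), and Hapln1, a link protein of the perineuronal matrix, had −4.44 (standard error 0.65) at 3 days. The 3-day control mean of Saa1, 4.33, is near the lower quartile of all values on an array, so the size of its change is uncertain. That of Duoxa1, 4.63, is not far above this quartile, so the size of its change is uncertain too.

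Of 14 measured fibroblast and matrix genes, 5 were higher and 9 did not pass at 3 days, and 8 were higher (9 adjusted over the list alone) and 6 did not pass at 7 days. Timp1, an inhibitor of metalloproteinases, had log2 fold changes of 3.44 and 2.48 (standard error 0.29 for each), and Col5a1, a fibrillar collagen, had 2.14 and 2.43 (standard error 0.22 for each), with 2 of its 3 probe sets called. The list passed limma's camera at 3 days (adjusted p = 0.000325) and 7 days (adjusted p = 1.26e-06), with adjusted p = 0.18 and adjusted p = 0.0865 with an estimated correlation and at most 0.0019 and 5.08e-05 otherwise. Of 10 acute inflammation and complement genes, 5 were higher and 5 did not pass at each day, also over the list alone. Serpina3n, a protease inhibitor, had 4.09 and 2.49 (standard error 0.22 for each), and Osmr, the oncostatin M receptor, had 1.81 and 2.52 (standard error 0.16 for each), with 2 of its 3 probe sets called. Limma's camera passed it (adjusted p = 0.00329 and adjusted p = 0.000819), with adjusted p = 0.299 and adjusted p = 0.223 with an estimated correlation and at most 0.0191 and 0.00937 otherwise.

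Of 14 cholesterol synthesis genes, 8 were lower and 6 did not pass at 3 days, and 7 were lower and 7 did not pass at 7 days, also over the list alone. Idi1, an isomerase of the pathway, had −1.10 and −1.20 (standard error 0.13 for each), and Insig1, a sterol sensor, had −1.26 (standard error 0.15) at 3 days. Camera in limma passed the list (adjusted p = 8.79e-06 and adjusted p = 7.68e-07), with adjusted p = 0.231 and adjusted p = 0.141 with an estimated correlation and at most 0.000157 and 1.32e-05 otherwise. Of 11 central nervous system glia markers, 3 were higher at 3 days (4 over the list alone) and 2 at 7 days, and the rest did not pass. At 3 days Olig2, Aldh1l1 and Aqp4 all lost the call without ouabain-treated replicate 3 of that day, and Olig2 and Aqp4 without control replicate 3. Olig2 also lost it without control replicate 2 (adjusted p = 0.0579 from limma) or ouabain-treated replicate 2 (0.101) of that day. At 7 days Opalin, an oligodendrocyte protein, had 1.08 (standard error 0.15), with 1 of its 2 probe sets called, and Aqp4, the water channel of astrocytes, had 0.92 (standard error 0.17). Both days passed in limma's camera (adjusted p = 0.0132 and adjusted p = 0.0257), with adjusted p = 0.609 and adjusted p = 0.602 with an estimated correlation. It did not pass at 3 days without control replicate 3 of that day (adjusted p = 0.105), nor at 7 days without control replicate 1 (adjusted p = 0.0732) or ouabain-treated replicate 1 (adjusted p = 0.0837) of that day, where the lowest of its alternatives were 0.000531 and 0.00421.

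Of 12 interferon and antigen presentation genes, 2 were higher at 3 days and 3 at 7 days (5 over the list alone), and the rest did not pass. Psmb8, an immunoproteasome subunit, had 0.75 and 0.92 (standard error 0.15 for each), with 1 of its 2 probe sets called. The list passed limma's camera at 7 days (adjusted p = 0.00385), with adjusted p = 0.415 with an estimated correlation and at most 0.0197 otherwise. At 3 days the median was 0.42 and the list did not pass (adjusted p = 0.0945), while it passed without control replicate 2 at 3 days (0.016) and without control replicate 3 at 7 days (0.0434), with a highest of 0.652.

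Among 11 histone deacetylase genes, Hdac11 was lower at 3 days (−0.93, standard error 0.16) and the rest did not pass, nor did the 11 genes at 7 days (medians −0.06 and 0.11, camera adjusted p = 0.851 and 0.673). At 7 days Hdac11 had −0.56 (standard error 0.16, adjusted p = 0.0244), under the fold threshold, and passed it without control replicate 2 of that day (−0.62, adjusted p = 0.0382), ouabain-treated replicate 1 (−0.66, 0.0216) or ouabain-treated replicate 2 (−0.60, 0.0409), with alternatives from 0.0166 to 0.199. Hdac1 had log2 fold changes of 0.33 and 0.43 at 3 and 7 days (standard error 0.07 for each, adjusted p = 0.00467 and adjusted p = 0.000932 from limma), higher but under the fold threshold. The 3 probe sets of Hdac2 had from −0.06 to 0.23 and from −0.14 to 0.34 and were not called. Among the 3 measured sodium potassium ATPase genes, Atp1b1 was lower with −0.97 and −0.80 (standard error 0.15 for each, 4 of 5 probe sets), and the list did not pass (medians −0.13 and −0.04, camera adjusted p = 0.541 and 0.673).

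Of 11 hypoxia response genes, Bnip3 (−0.72 and −0.66, standard error 0.10 for each) and Ndrg1 (−0.61 and −0.93, standard error 0.07 for each) were lower at both days, with 1 more lower at 3 days and 1 higher at 7 days, and the list did not pass (medians −0.22 and −0.24, camera adjusted p = 0.273 and 0.276). The 10 endothelial markers did not pass at either day, nor over the list alone, with medians of −0.12 and 0.34 (camera adjusted p = 0.346 and 0.0621), and the list passed at 7 days without control replicate 3 at 3 days (0.0448) or control replicate 2 at 7 days (0.0208), with alternatives from 0.0208 to 0.549. Of 7 osteoblast and osteocyte markers, Phex was higher at 7 days (0.95, standard error 0.18, 1 of 2 probe sets) and the list did not pass (medians −0.16 and 0.46, camera adjusted p = 0.778 and 0.0621), but passed at 7 days without control replicate 1 (0.0341) or 2 (0.024) at 3 days, control replicate 1 at 7 days (0.024) or ouabain-treated replicate 3 at 7 days (0.0474), with alternatives from 0.00902 to 0.59. Of 8 osteoclast markers 1 was higher at each day, Atp6v0d2 (1.31, standard error 0.29, at 7 days, and not called at 3 days without control replicate 1 or 3 or ouabain-treated replicate 3 of that day, with adjusted p of 0.0632, 0.0593 and 0.0873), and the list did not pass (medians 0.15 and −0.06, camera adjusted p = 0.67 and 0.936). Of 11 supporting cell markers Prox1 (−1.84 and −2.05, standard error 0.20 for each) and Fgf10 were lower at both days and Otoa was higher at 7 days (0.78, standard error 0.15), and the list did not pass (medians −0.09 and 0.16, camera adjusted p = 0.128 and 0.985). Of 12 lateral wall markers Tyrp1, a pigment cell enzyme, was higher at 3 days (3.22, standard error 0.16) and Pou3f4 at 7 days (0.65, standard error 0.14, and 0.46 and not called without control replicate 1 at 7 days), and the list did not pass (medians 0.18 and −0.06, camera adjusted p = 0.582 and 0.936).

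Of 12 B cell markers Blnk was higher at both days (1.39 and 1.41, standard error 0.14 for each), and the list did not pass (medians 0.06 and −0.04, camera adjusted p = 0.674 and 0.936). The lists of 9 erythroid (medians −0.13 and −0.65, camera adjusted p = 0.866 and 0.276), 6 T cell (0.01 and −0.02, adjusted p = 0.925 and 0.936) and 11 hair cell markers (−0.01 at both days, adjusted p = 0.919 and 0.985) did not pass. The list of 11 neutrophil markers did not pass either (medians −0.19 and −0.58, camera adjusted p = 0.778 and 0.331), but passed at 7 days without control replicate 3 of that day (−1.31, adjusted p = 0.0107, with alternatives from 0.0107 to 0.899).

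Between the 7-day and 3-day controls 5 probe sets differed (1 higher and 4 lower). At an unadjusted p under 0.05 from limma 280 did so with the fold threshold kept, and 3102 with no fold threshold. Erythroid markers differed by a median of 1.43 (adjusted p = 2.79e-05 from limma's camera, 4 of 9 members over the list alone), cell cycle genes by 0.42 (adjusted p = 2.53e-05), neutrophil markers by −0.71 (adjusted p = 0.0114), B cell markers by 0.22 (adjusted p = 0.0115) and central nervous system glia markers by 0.37 (adjusted p = 0.0293), each with adjusted p = 0.872 with an estimated correlation. Single arrays stand apart in these lists, as relative to all controls the erythroid median was 2.28 in control replicate 1 at 7 days against 0.04 and −0.18 in the other 7-day controls, the cell cycle median was 0.90 there against −0.13 and −0.24, and the neutrophil median was 1.03 in replicate 1, −0.30 in replicate 2 and −1.72 in replicate 3.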
